# Combined Treatment with L-Carnitine and Nicotinamide Riboside Improves Hepatic Metabolism and Attenuates Obesity and Liver Steatosis

**DOI:** 10.3390/ijms20184359

**Published:** 2019-09-05

**Authors:** Kanita Salic, Eveline Gart, Florine Seidel, Lars Verschuren, Martien Caspers, Wim van Duyvenvoorde, Kari E. Wong, Jaap Keijer, Ivana Bobeldijk-Pastorova, Peter Y. Wielinga, Robert Kleemann

**Keywords:** obesity, non-alcoholic fatty liver disease, β-oxidation, mitochondria, metabolomics, acylcarnitines, transcriptomics, lipid peroxidation

## Abstract

Obesity characterized by adiposity and ectopic fat accumulation is associated with the development of non-alcoholic fatty liver disease (NAFLD). Treatments that stimulate lipid utilization may prevent the development of obesity and comorbidities. This study evaluated the potential anti-obesogenic hepatoprotective effects of combined treatment with L-carnitine and nicotinamide riboside, i.e., components that can enhance fatty acid transfer across the inner mitochondrial membrane and increase nicotinamide adenine nucleotide (NAD+) levels, which are necessary for β-oxidation and the TCA cycle, respectively. Ldlr −/−.Leiden mice were treated with high-fat diet (HFD) supplemented with L-carnitine (LC; 0.4% *w*/*w*), nicotinamide riboside (NR; 0.3% *w*/*w*) or both (COMBI) for 21 weeks. L-carnitine plasma levels were reduced by HFD and normalized by LC. NR supplementation raised its plasma metabolite levels demonstrating effective delivery. Although food intake and ambulatory activity were comparable in all groups, COMBI treatment significantly attenuated HFD-induced body weight gain, fat mass gain (−17%) and hepatic steatosis (−22%). Also, NR and COMBI reduced hepatic 4-hydroxynonenal adducts. Upstream-regulator gene analysis demonstrated that COMBI reversed detrimental effects of HFD on liver metabolism pathways and associated regulators, e.g., ACOX, SCAP, SREBF, PPARGC1B, and INSR. Combination treatment with LC and NR exerts protective effects on metabolic pathways and constitutes a new approach to attenuate HFD-induced obesity and NAFLD.

## 1. Introduction

Worldwide, the prevalence of overweight and obesity in both adults and children has increased dramatically over the last decades and has become a major health concern [1]. Adiposity and ectopic fat accumulation are characteristics of obesity that can cause comorbidities. In recent years non-alcoholic fatty liver diseases (NAFLD) has emerged as the most common chronic liver disease associated with obesity [2]. Current concepts for treatment of obesity focus on lifestyle changes and include dietary advice combined with exercise. Despite lifestyle and dietary advice, obesity rates have not declined in the last three decades [1]. Also, current treatments are insufficient to accomplish sustained weight loss for the majority of obese patients [3]. Hence, there is a need for new strategies that stimulate energy metabolism in other ways [4].

L-carnitine (LC) plays an important role in oxidative metabolism, since it is required for the transfer of long-chain fatty acids (FAs) from the cytosol into the mitochondrial matrix, where β-oxidation occurs. These FAs need to be activated as acyl-CoAs and transformed into acylcarnitines to be transported across the mitochondrial membrane. Acylcarnitines < C22 in length can enter the mitochondrial matrix [5], in exchange for free carnitine, where they are reconverted to acyl-CoAs and can be used for β-oxidation [6]. Similarly, carnitine is also required for the transport of end products of peroxisomal β-oxidation, medium and short-chain acyl-CoAs, out of the peroxisomes to allow further processing in the mitochondria [7]. A decline in carnitine levels has been associated with insulin resistance and diet-induced obesity and was suggested to be a consequence of long-term lipid overload, dysfunction of energy metabolism and incomplete fat oxidation [8]. Conversely, LC supplementation in obese rats was shown to restore carnitine levels and improve metabolic function [8].

Nicotinamide ribose (NR) is a dietary precursor molecule of nicotinamide adenine nucleotide (NAD+) and has been shown to enhance oxidative metabolism and protect mice against high-fat diet (HFD) induced obesity [9]. NAD+ provides reducing equivalents that fuel oxidative phosphorylation, crucial for oxidative metabolism and metabolic homeostasis. It has been shown that NAD+ levels decline in obesity and closely related metabolic disorders, such as diabetes and NAFLD [10,11], suggesting that treatments which enhance NAD+ content may moderate the development of these disorders. NAD+ has also been shown to play a role in limiting oxidative stress damage [10]. Oxidative stress has been implicated during obesity and in human NAFLD development [12]. Several studies have reported increased levels of 4-hydroxynonenal (4-HNE), a marker of oxidative stress-induced lipid peroxidation [13] in NAFLD patients [14,15,16].

The properties of LC and NR that improve oxidative metabolism and enhance FA utilization prompted us to study their effects in a chronic model of high-fat diet-induced obesity, insulin resistance and NAFLD. More specifically, we evaluated the long-term effects of combined LC and NR treatment as a novel strategy for reducing obesity and NAFLD and used respective mono-treatments as a reference. To do so, Ldlr−/−.Leiden mice received HFD with and without LC, NR and their combination (COMBI) for 21 weeks. At this time point the Ldlr−/−.Leiden mice developed obesity and hepatic steatosis, the main endpoints of this study. Moreover, this diet-induced mouse model recapitulates specific molecular metabolomic and transcriptomic signatures of NAFLD patients [17,18,19]. Body composition, plasma metabolic parameters and acylcarnitines, hepatic histology, lipid peroxidation and genome-wide liver transcriptomics were analyzed. These analyses were used to evaluate combined and individual effects of LC and NR on obesity, NAFLD development and hepatic oxidative stress-related damage.

## 2. Results

### 2.1. Experimental Diets Induce Carnitine and Nicotinamide Plasma Levels 

Plasma L-carnitine levels were higher in chow than in the high-fat diet (HFD) treated mice (1.2 ± 0.1 RU vs 0.9 ± 0.1 RU; *p* < 0.05) (Figure 1A). Plasma L-carnitine levels in the NR group (0.7 ± 0.0 RU) were comparable to the HFD control group. L-carnitine treatment in the LC and the COMBI groups restored carnitine levels to 1.1 ± 0.1 RU (*p* < 0.05) and 1.3 ± 0.1 RU (*p* < 0.001), respectively, i.e. comparable to the chow healthy reference group.

Plasma nicotinamide concentrations, a metabolite of NR were similar in the chow, HFD and LC groups (0.8 ± 0.1 RU; 0.9 ± 0.0 RU and 0.9 ± 0.1 RU, respectively) (Figure 1B). Nicotinamide riboside treatment in the NR and COMBI groups significantly elevated plasma nicotinamide levels to 1.9 ± 0.1 RU and 1.9 ± 0.3 RU, respectively (both *p* < 0.001).

Overall, these data show that dietary supplementation with LC and NR in an HFD resulted in a normalization or modest increase of the respective circulating metabolites, indicating effective delivery into the circulation. 

### 2.2. Combined Treatment with L-Carnitine and Nicotinamide Riboside Attenuates HFD-Induced Obesity Independent of Food Intake or Activity

To evaluate the effect of LC and NR and their combination on the development of obesity, food intake (FI), activity and body weight (BW) were monitored during the study, and fat mass was determined by EchoMRI at set time points. 

Average FI during the study (Figure 2A) was similar in all groups. Ambulatory activity was measured during 48 h in metabolic cages, in which the counts are a measure for beam interruptions caused by movement (Figure 2B,C). These results showed no significant differences in activity between the groups. 

Even though FI and activity were similar, the average BW gain in the HFD control group was 21.4 ± 0.9 g after 21 weeks, which indicated the development of obesity. By contrast, the average BW gain in the chow group was only 12.8 ± 0.9 g (*p* < 0.001) (Figure 2D). Mono-treatment with LC or NR affected BW only slightly, and the BW gain was comparable in these groups (19.7 ± 0.7 g and 19.3 ± 1.4 g, respectively). Notably, BW gain was significantly reduced in the COMBI group (18.1 ± 1.1 g; *p* < 0.05) compared to HFD, indicating that combination therapy attenuated obesity development.

Consistent with this observation, the total gain in fat mass in the HFD group was 17.5 ± 0.6 g whereas mice in the chow group gained significantly less fat (7.0 ± 0.8 g; *p* < 0.001) (Figure 2E). LC and NR alone resulted in 10% reduction in fat gain (15.8 ± 0.6 g; *p* = 0.13 in the LC group and 15.9 ± 0.7 g; *p* = 0.17 in the NR group). COMBI treatment resulted in 17% reduced fat gain (14.5 ± 1.0 g; *p* < 0.01). A more refined longitudinal analysis with EchoMRI revealed that the COMBI treatment was most effective in attenuating fat mass in the period between 15 weeks and 21 weeks (Figure 2F) when obesity was already established. Consistent with the EchoMRI data, the weight of the abdominal white adipose tissue (WAT) depots were significantly reduced by COMBI treatment (Figure 2G), and similar fat mass-lowering effects were observed for the subcutaneous WAT depot (Figure 2H). 

These data demonstrate that COMBI treatment significantly attenuated HFD-induced obesity and adiposity independent of food intake or activity, an effect that could not be achieved with the individual components. 

### 2.3. COMBI Treatment Attenuates Metabolic Risk Factors and Liver Integrity Marker ALT

Compared to the HFD group, fasting plasma cholesterol, high-density lipoprotein (HDL)-cholesterol and non-HDL cholesterol, triglycerides, insulin, blood glucose and alanine aminotransferase (ALT) levels were not significantly lowered with the treatments, although the COMBI treatment had the most reducing effects on these metabolic risk factors (Table 1). We subsequently performed an extensive plasma metabolomics analysis to profile plasma acylcarnitines, which inform on the effects related to fatty acid processing and β-oxidation. 

We observed a significant increase in long-chain acylcarnitines in plasma of HFD-treated mice compared to the chow group (Table 2), indicating an elevation of these lipid species in HFD-induced obesity. When compared to HFD, LC and COMBI treatments resulted in a shift towards more medium-chain acylcarnitines, while NR consistently lowered plasma acylcarnitines concentrations (all values < 0). 

Collectively, these data show that metabolic risk factors and liver integrity marker ALT were partially yet not significantly reversed by LC and NR and the most pronounced lowering effects were observed in the COMBI treatment group.

### 2.4. COMBI Treatment Reduces HFD-Induced Liver Steatosis

Next, we examined whether the adiposity-attenuating effects of the COMBI treatment had consequences for ectopic fat deposition in the liver. Liver weight was 3.0 ± 0.2 g in the HFD group and 2.0 ± 0.1 in the chow group (*p* < 0.001) (Figure 3A). COMBI treatment significantly reduced liver weight (2.4 ± 0.2 g; *p* < 0.05), which suggested an effect on hepatic steatosis while the mono-treatments had a less pronounced effect (LC 2.6 ± 0.1 g; *p* =0.07, and NR 2.7 ± 0.2 g; *p* = 0.29). To investigate this in more detail, cross-sections of livers were analyzed for histopathological features of NAFLD (Figure 3B) and scored using a human-based grading system as described in the Materials and Methods section. 

Steatosis in the HFD treated mice contained on average 62.8 ± 3.0% of the cross-sectional area, whereas the chow group hardly displayed steatosis (7.7 ± 3.7%; *p* < 0.001) (Figure 3C). The mono-treatments did not affect total steatosis (58.7 ± 3.3%; *p* = 0.18 in LC and 64.3 ± 2.8%; *p* = 0.32 in the NR groups), while COMBI treatment significantly reduced steatosis by 22% (49.1 ± 5.0%; *p* < 0.05). 

Consistent with the steatosis-inducing effect of HFD, abnormally enlarged hypertrophic hepatocytes covered 40.0 ± 3.6% of the cross-sectional area in the HFD group while such cells were hardly observed in mice on the chow diet (2.1 ± 1.3%; *p* < 0.001) (Figure 3D). Neither LC nor NR affected HFD-induced hypertrophy (LC 38.3 ± 3.4%, and NR 38.9 ± 2.7%), but the COMBI treatment showed a significant reduction in hepatocellular hypertrophy (31.1 ± 4.2% of the liver area; *p* < 0.05). 

Collectively, these data show that the adiposity-attenuating effects of the COMBI treatment are associated with a reduction in NAFLD development. 

### 2.5. NR and COMBI Attenuate Hepatic Lipid Peroxidation 

Next, we investigated whether the observed hepatoprotective effects may be associated with an attenuation of oxidative stress induced lipid peroxidation. To this end we used 4-HNE as a marker and quantified the amount of 4-HNE positive structures by immunohistochemistry (Figure 4A,B).

The amount of positive 4-HNE structures in the HFD treated mice was high (9.6 ± 2.4 per mm^2^), whereas the chow group scarcely showed any 4-HNE structures (0.3 ± 0.1; *p* < 0.001). LC only demonstrated a trend in lowering 4-HNE immunoreactivity (5.9 ± 2.0; *p* = 0.09), while both the NR and COMBI treatment revealed a significant decrease in 4-HNE immunoreactivity (4.7 ± 1.8 and 4.3 ± 2.0; both *p* < 0.05).

In conclusion, NR and COMBI treatment significantly attenuated the amount of 4-HNE adducts, suggesting that these treatments could reduce oxidative stress-related lipid peroxidation.

### 2.6. COMBI Counteracts Effects of HFD on Metabolic Pathways in the Liver

A genome-wide gene expression profiling analysis was performed to gain insight into the molecular processes underlying the observed hepatoprotective effects of the COMBI treatment. 

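RNA from the livers of 38 male Ldlr−/−.Leiden mice was sequenced. The strain lacks a working receptor for low-density lipoprotein and becomes obese on a high-fat diet. For 21 weeks, 7 of the mice were fed chow, 9 were fed HFD, 7 were fed HFD with 0.4% w/w L-carnitine (LC), 7 were fed HFD with 0.3% w/w nicotinamide riboside (NR) and 8 were fed HFD with both compounds at these doses (COMBI). The authors made directional libraries from snap-frozen livers, sequenced them on a NextSeq instrument and aligned the reads to the mouse genome GRCm38.p4 with default settings. The deposited files hold, for each mouse, the whole-number counts of reads placed at a single position in each of 45513 Ensembl genes, with separate tallies of the reads that were given to no gene. The submitters' processing notes name HTSeq 0.6.1p1. The paper's text names neither the strand setting of the counting nor the release of the annotation, so reads of genes that overlap on opposite strands could not be told apart with certainty.
The total count over all genes was 10931099 to 34939175 per mouse. It was 12676283 to 16237504 in the chow group (median 13679345), 10931099 to 17003857 in the HFD group (median 13474997), 11212898 to 34939175 in the LC group (median 12795812), 11653407 to 33367623 in the NR group (median 15000296) and 10980577 to 14616223 in the COMBI group (median 12909051). Alignments tallied as not unique, which are counted for no gene, made up 19.9% to 51.4% of all counts and tallies (median 26.8%). The tally is named for alignments, so this may not be the share of reads. The largest shares were those of chow mice 206 (51.4%), 211 (46.7%) and 207 (46.4%). The libraries of HFD mice 293 and 291 had relatively high counts of short genes: across 13620 genes, the correlation (Spearman's rho) of a library's deviation from the mean of all libraries with exonic length was -0.45 and -0.44, and -0.25 in chow mouse 202, the next. These are correlations across genes, which are not independent replicates. Ldlr, the gene disrupted in the strain (chromosome 9 of GRCm38 from 21723483 to 21749919), had 404 ± 54.9 CPM (counts scaled to library size; SD, n = 7) in the chow group, 339 ± 77.8 (n = 9) in the HFD group, 385 ± 67.1 (n = 7) in the LC group, 341 ± 88.2 (n = 7) in the NR group and 364 ± 68.4 (n = 8) in the COMBI group. Counts summed over the whole gene do not show whether the allele is disrupted.
Counts were normalized by TMM and compared between groups with edgeR's quasi-likelihood test, in a single fit over all 38 libraries after edgeR's filter on low counts, which kept 13678 genes. A gene was taken as changed at an adjusted p under 0.05 (Benjamini-Hochberg over the genes tested), and numbers at an unadjusted p under 0.01 are given beside it. The paper's methods name a cut-off at p < 0.01, and its text does not say whether that p was adjusted. Lists of genes of liver pathways and cell types, written down before the data were examined, were tested as groups with limma's camera test, first with the correlation between genes preset at 0.01 and then with the correlation estimated for each list. With the preset, other splits of the same mice called a median of 12 to 16 lists, depending on the comparison, so such a call alone does not exclude chance. Means are given with their SD over mice.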

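The livers of the HFD group had more transcripts of matrix, macrophages and dividing cells than those of the chow group, and fewer of drug metabolism, bile acid synthesis and the male liver profile. Of 35 genes of fibrosis and matrix, 31 rose. Of 18 genes of lipid-associated or recruited macrophages, 16 rose and 1 fell, and of 20 cell cycle genes 19 rose. Of 27 genes of xenobiotic metabolism 16 fell, of 16 genes of bile acid synthesis and transport 9 fell and 1 rose, and of 16 genes expressed more in male than in female mouse liver 14 fell. In all, 3085 genes rose and 3219 fell of 13678 tested (adjusted p under 0.05 from edgeR, 9 HFD against 7 chow mice), and 1630 of the 6304 changed by a fold of 2 or more. At an unadjusted p under 0.01, 2707 genes were higher and 2709 lower, where chance gives 137 in total.
Among genes with a mean of at least 1 CPM, Sprr1a, a gene of the cornified envelope of epithelia, had the largest rise (log2 fold change 6.57, standard error 0.85, adjusted p = 1.97e-07 from edgeR). Gpnmb, a membrane glycoprotein of lipid-loaded macrophages on chromosome 6 of GRCm38 from 49036546 to 49070929, rose from 0.898 ± 0.933 CPM to 43.6 ± 51.1 CPM (log2 fold change 5.62, standard error 0.83, adjusted p = 1.88e-06 from edgeR). Mmp12, the elastase of macrophages, rose by 5.32 on the log2 scale (standard error 0.62), Ly6d by 5.41 and H19, an imprinted non-coding RNA of fetal liver, by 4.64. H19 lost its call with limma voom (adjusted p = 0.0659). The largest fall was in Hsd3b5, a steroid dehydrogenase of male liver on chromosome 3 of GRCm38 from 98618634 to 98630252, from 91.4 ± 83.0 CPM to 0.591 ± 1.08 CPM (log2 fold change -7.28, standard error 0.93, adjusted p = 1.84e-07 from edgeR). Slc13a2, a transporter of dicarboxylates on chromosome 11 of GRCm38 from 78397087 to 78422217, fell from 5.23 ± 2.86 CPM to 0.172 ± 0.0978 CPM (log2 fold change -4.83, standard error 0.38, adjusted p = 8.79e-12 from edgeR). Adgrf1 (-5.52), Col25a1 (-4.55) and Gipc2 (5.11) were also among the 8 largest changes of their direction. In each of the genes named so far, all 9 HFD mice lay beyond all 7 chow mice. Cyp2b9 (5.56) and Cyp2b13 (6.24) rose, and Mup12 (-5.22), Mup7 (-4.69), Cyp2c69 (-4.45) and Serpina1e (-4.12) fell, but these belong to families of near-identical genes that share reads, so the values of single members are uncertain. Mup7 lost its call without chow mice 206, 207 and 211 (-1.44, adjusted p = 0.109 from edgeR).
The fibrosis and matrix list rose as a group (median log2 fold change 1.38, camera, adjusted p = 1.56e-13, and adjusted p = 0.286 with an estimated correlation), with 31 up and 0 down adjusted over the list alone. Its members included the collagens Col1a2 (2.44) and Col3a1 (2.22) and the matrix protein Postn (1.59). Markers of stellate cells and fibroblasts (12 of 14 rose, 2 did not pass, 12 up and 0 down adjusted over the list alone, median 0.84) included Dcn (0.94) and Colec11 (0.78), and passed camera (adjusted p = 4.89e-06, and adjusted p = 0.286 with an estimated correlation). Lipid-associated or recruited macrophages had a median of 2.01 (camera, adjusted p = 1.35e-09, and adjusted p = 0.286 with an estimated correlation, 16 up and 1 down adjusted over the list alone), with Capg (2.81), Cd63 (2.95) and Lgals3 (2.59) as examples. Of 12 Kupffer cell markers 8 rose and 4 did not pass (10 up and 0 down adjusted over the list alone, camera, adjusted p = 0.000424, and adjusted p = 0.355 with an estimated correlation), among them the complement genes C1qa (1.41) and C1qb (1.69). Cell cycle genes, among them the mitotic regulator Foxm1 (2.10) and Nusap1 (2.01), had a median of 1.53 (camera, adjusted p = 2.55e-07, and adjusted p = 0.333 with an estimated correlation, 19 up and 0 down adjusted over the list alone). Genes of lipid droplets and lipid uptake also rose, 14 of 21 with 7 not passing (15 up and 0 down adjusted over the list alone, median 0.63, camera, adjusted p = 6.22e-06, and adjusted p = 0.286 with an estimated correlation), with the droplet proteins Cidec (2.70) and Plin4 (2.58) and the fatty acid transporter Cd36 (1.24).
Male-biased liver genes fell as a group (median -2.41, camera, adjusted p = 3.09e-07, and adjusted p = 0.286 with an estimated correlation, 0 up and 14 down adjusted over the list alone), for example the oxysterol hydroxylase Cyp7b1 (-2.09), the elongase Elovl3 (-3.10) and Ugt2b38 (-3.72, a member of a gene family that shares reads). Of 12 female-biased genes 7 rose, 1 fell (Slc22a26, -2.25) and 4 did not pass (7 up and 1 down adjusted over the list alone, median 0.87, camera, adjusted p = 0.0197, and adjusted p = 0.355 with an estimated correlation), a call that ended without chow mice 206, 207 and 211 (adjusted p = 0.226 from camera). Xenobiotic metabolism (median -0.46, 0 up and 17 down adjusted over the list alone, 11 not passing) fell with the carboxylesterase Ces2a (-2.64) and the cytochromes P450 Cyp3a11 (-1.97) and Cyp1a2 (-1.58), and its test gave an adjusted p = 7.38e-06 with camera and an adjusted p = 0.286 with an estimated correlation. Bile acid genes (median -0.53, camera, adjusted p = 0.00199, and adjusted p = 0.355 with an estimated correlation, 1 up and 9 down adjusted over the list alone) fell with the export pump Abcb11 (-1.06) and the hydroxylase Cyp27a1 (-0.77). Of 16 genes of the response to endoplasmic reticulum stress, 9 fell, 1 rose and 6 did not pass (2 up and 11 down adjusted over the list alone, median -0.76, camera, adjusted p = 0.000972, and adjusted p = 0.333 with an estimated correlation). Examples are the chaperones Hyou1 (-1.85), Hsp90b1 (-1.11) and Creld2 (-2.14). Of 14 hepatocyte markers 9 fell, 1 rose and 4 did not pass (1 up and 10 down adjusted over the list alone, median -0.57, camera, adjusted p = 0.000972, and adjusted p = 0.286 with an estimated correlation), with the transcription factor Hnf4a (-0.44) and the histidine-degrading enzyme Hal (-1.56) among them.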

HFD treatment resulted in 3914 differentially expressed genes (DEGs) compared to chow. The significant changes were used as input for an upstream regulator analysis, as described in the Materials and Methods section. HFD treatment strongly and significantly activated upstream regulators of chemokine and cytokine signaling (e.g., CCL5 and CXCL2, IL1b, IL4, IFNγ); transcriptional inflammatory control (e.g., AP1, JNK, NFκB); TRL signaling (e.g., TRL2, TRL4); metabolic control and hepatic insulin signaling (e.g., ACOX1, INSIG1, INSR, PPARGC1B, FOXO1, TP53, SIRT2) and oxidative stress response (e.g., NOS2, SOD) (Supplementary Material, Table S1). 

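Genes of the inflammatory pathways named here were higher in the HFD group. Of 36 cytokines and cytokine receptors 25 rose and 2 fell, of 20 chemokines 12 rose and 3 fell, of 26 NF-kB target genes 16 rose and 1 fell, and of 25 genes of Toll-like receptors 18 rose and 3 fell (adjusted p under 0.05 from edgeR). Adjusted over the list alone, these numbers were 25 up and 2 down, 13 up and 3 down, 16 up and 1 down and 19 up and 3 down. Of the genes of the regulators named in the text, Tlr2 rose from 4.01 ± 1.72 CPM (SD, n = 7) to 16.7 ± 5.67 CPM (n = 9; log2 fold change 2.05, standard error 0.28, adjusted p = 5.35e-07 from edgeR). Tlr4 rose (log2 fold change 1.37, standard error 0.25, adjusted p = 3.96e-05 from edgeR), as did the chemokine gene Ccl5 (log2 fold change 1.86, standard error 0.50, adjusted p = 0.00265 from edgeR). Jun, a subunit of AP1, had a log2 fold change of 0.84 (adjusted p = 0.0180 from edgeR), and Nfkb1 of 0.24 (adjusted p = 0.0131). Mapk8, which encodes JNK, fell (-0.36 on the log2 scale, adjusted p = 6.72e-05 from edgeR). Of the superoxide dismutase genes, Sod1 (-0.53) and Sod2 (-0.19) fell and Sod3, the extracellular form, rose (0.64). Il1b (0.38, adjusted p = 0.582), Fos (0.18, adjusted p = 0.776) and Rela (0.03, adjusted p = 0.818) did not pass, and Cxcl2, Il4, Ifng and Nos2 had too few counts to be tested.
As groups, cytokines (median log2 fold change 0.82, camera, adjusted p = 5.60e-07, and adjusted p = 0.300 with an estimated correlation) rose with the interferon receptor Ifngr2 (1.06) and the interleukin-1 antagonist Il1rn (2.60), and chemokines (median 1.35, camera, adjusted p = 0.0155, and adjusted p = 0.399 with an estimated correlation) with Ccl6 (2.86) and Cxcl16 (1.69). NF-kB targets had a median of 1.03 (camera, adjusted p = 2.92e-05, and adjusted p = 0.333 with an estimated correlation), with the adhesion molecule Icam1 (1.46) and Nfkb2 (1.08). Toll-like receptor genes had a median of 1.27 (camera, adjusted p = 9.22e-06, and adjusted p = 0.286 with an estimated correlation), with Tlr7 (1.95) and Cd180 (2.00). Of 41 interferon-stimulated genes 18 rose and 23 did not pass (18 up and 0 down adjusted over the list alone, median 0.47, camera, adjusted p = 0.000391, and adjusted p = 0.527 with an estimated correlation), for example Ifit2 (1.73). Of 17 immediate early genes 6 rose and 2 fell (6 up and 2 down adjusted over the list alone), and the list did not pass camera (median 0.18, adjusted p = 0.112). Genes of NRF2 and the antioxidant response went both ways, 13 up and 10 down of 34 (13 up and 10 down adjusted over the list alone, median 0.15, adjusted p = 0.135 from camera). The members that rose included sulfiredoxin, Srxn1 (1.04). Cyba (1.80), Cybb (1.78) and Ncf2 (1.69), subunits of the phagocyte oxidase, also rose. The list holds these subunits, but they are not antioxidant genes.
Of 20 target genes of p53, the product of Trp53, 12 rose and 2 fell (12 up and 2 down adjusted over the list alone, median 0.44, camera, adjusted p = 0.00335, and adjusted p = 0.333 with an estimated correlation), with Phlda3 (2.05) and Eda2r (1.92). Trp53 itself had a log2 fold change of 0.12 (adjusted p = 0.341 from edgeR) and Foxo1 of 0.04 (adjusted p = 0.807). Insig1, which holds SCAP and SREBP in the endoplasmic reticulum, lies on chromosome 5 of GRCm38 from 28071363 to 28078662 and fell from 957 ± 242 CPM (SD, n = 7) to 335 ± 118 CPM (n = 9; log2 fold change -1.51, standard error 0.23, adjusted p = 3.34e-06 from edgeR). Of the 58 genes of Table S1 regulators that were tested, 24 rose and 14 fell (26 up and 15 down adjusted over the list alone, median 0.21, camera, adjusted p = 0.0212, and adjusted p = 0.333 with an estimated correlation). The study picked these regulators from the same mice, so this list is not independent evidence. The test gives the level of each regulator's own transcript and not the activity score of Table S1. Without chow mice 206, 207 and 211, the calls of Ccl5 (1.32, adjusted p = 0.0723), Jun (0.43, adjusted p = 0.310), Nfkb1 (0.20, adjusted p = 0.116) and Sod2 (-0.10, adjusted p = 0.370) from edgeR and of the chemokine list (adjusted p = 0.0737) and the T and NK cell list (adjusted p = 0.212) from camera ended. Sod2 also lost its call without the filter on low counts (adjusted p = 0.0869) and with only the HFD and chow groups in the fit (adjusted p = 0.118), and Nfkb1 with a correction for exonic length (adjusted p = 0.0674), all from edgeR. That correction also changes the scaling of each library.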

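More genes passed against HFD with COMBI than with either compound alone: 98 genes with COMBI (55 rose, 43 fell), 2 with NR (both rose) and 0 with LC (adjusted p under 0.05 from edgeR, 8, 7 and 7 mice against 9 HFD mice). The median absolute log2 fold change over all tested genes was 0.126 with COMBI, 0.128 with NR and 0.127 with LC, so the counts do not show a larger change with COMBI over all genes. With COMBI, Gpam, the first enzyme of triglyceride synthesis, rose from 340.2 ± 143 CPM (SD, n = 9) to 734 ± 249 CPM (n = 8; log2 fold change 1.11, standard error 0.28, adjusted p = 0.0487 from edgeR), and all 8 COMBI mice lay above the HFD mean. The metallothioneins Mt1 (-1.73) and Mt2 (-2.18, from 47.2 ± 47.4 to 10.5 ± 6.92 CPM), which bind zinc and respond to glucocorticoids, fell. Apoc2, the apolipoprotein that activates lipoprotein lipase, fell from 367 ± 82.8 to 239 ± 30.8 CPM (log2 fold change -0.62, standard error 0.11, adjusted p = 0.0107 from edgeR). Postn, a matrix protein, fell from 30.5 ± 7.10 to 17.5 ± 3.40 CPM (log2 fold change -0.80, standard error 0.18, adjusted p = 0.0355 from edgeR), with all 8 COMBI mice below all 9 HFD mice.
Med12l, a subunit of the Mediator complex on chromosome 3 of GRCm38 from 59005825 to 59318682, had the largest rise with COMBI, from 1.11 ± 0.237 to 2.52 ± 0.713 CPM (log2 fold change 1.17, standard error 0.18, adjusted p = 0.00162 from edgeR), and was also 1 of the 2 genes that passed with NR (2.25 ± 0.419 CPM, n = 7; log2 fold change 1.00, standard error 0.18, adjusted p = 0.0208 from edgeR). The other was Taf1, a subunit of the general transcription factor TFIID on chromosome X of GRCm38 from 101532734 to 101601789, which rose with NR from 24.8 ± 4.12 to 33.7 ± 2.18 CPM (log2 fold change 0.44, standard error 0.08, adjusted p = 0.0197 from edgeR). The other large rises with COMBI were in Chic1 (1.15), Dlgap1 (1.06), Fras1 (0.93), Sort1 (0.80, a sorting receptor of lipoproteins), Pstpip2 (0.78) and Fmn1 (0.73), and the other large falls in Map3k6 (-1.32), the glucocorticoid-induced chaperone Fkbp5 (-0.98), Pet100 (-0.54) and Sulf2 (-0.53). Of the 98 genes, 8 changed by a fold of 2 or more. With LC, the smallest adjusted p was that of Taf1 (0.42, adjusted p = 0.0615 from edgeR), which passed with DESeq2 (adjusted p = 0.000866) and limma voom (adjusted p = 0.0105), followed by Pin1 (-0.37, adjusted p = 0.0852). Xbp1, a transcription factor of the unfolded protein response, had a value of -0.54 (adjusted p = 0.126) and Chic1 of 1.34 (adjusted p = 0.126). With NR, values below HFD that did not pass were those of Mt1 (-1.94), Tmem120a (-0.42), Bad (-0.29) and Creb3 (-0.22), each with an adjusted p = 0.0717 from edgeR, and each passed with DESeq2 and limma voom.
At an unadjusted p under 0.01, edgeR gave 670 genes for LC (375 higher, 295 lower), 702 for NR (387 higher, 315 lower) and 911 for COMBI (474 higher, 437 lower), where chance gives 137. With an unadjusted p under 0.05 there were 2110, 2257 and 2459. The numbers at an adjusted p under 0.05 depended on the tool: LC had 92 genes with DESeq2 and 1 with limma voom, NR 143 and 81, and COMBI 327 and 249. When the treated groups were compared with each other, 0 genes passed with edgeR for COMBI against LC (561 at an unadjusted p under 0.05, 1 with DESeq2, 0 with limma voom), COMBI against NR (304, 0 and 0) and LC against NR (367, 1 and 0). For a change with COMBI beyond the sum of those with LC and NR, it was also 0 genes with edgeR (1130 at an unadjusted p under 0.05, 1 with DESeq2, 0 with limma voom).
Genes higher with COMBI were long (median exonic length 7165 for those that rose, 2558 for those that fell), and the libraries of HFD mice 291 and 293 have relatively few counts of long genes. Without these 2 mice, 0, 1 and 2 genes passed for LC, NR and COMBI, and 214, 225 and 384 at an unadjusted p under 0.01 (edgeR), and Med12l kept its call with COMBI, while its call with NR ended (adjusted p = 0.0822). All 98 genes of COMBI kept their sign without these 2 mice, with a median ratio of the fold changes to those with all mice of 0.812. After a correction of each library for exonic length, 1, 1 and 19 genes passed. Leaving out a single mouse changed the 98 genes of COMBI to 20 without COMBI mouse 259, 9 without 262, 10 without 264, 34 without 265, 5 without 271, 21 without 272, and to 41 without HFD mouse 289, 30 without 290, 3 without 291, 9 without 293, 262 without 306 and 291 without 307. For NR it gave 0 genes without NR mouse 229, 238 or 240, 1 without NR mouse 234 or HFD mouse 289, 4 without HFD mouse 292, 109 without 306, 27 without 307 and 8 without 308, and for LC 3 without LC mouse 256, 5 without HFD mouse 304 and 2 without 306 or 308. At an unadjusted p under 0.01, the numbers moved by more than 1.5 times without HFD mouse 291 (430, 429 and 605 for LC, NR and COMBI) or 293 (383, 417 and 573).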

LC resulted in 175 DEGs, NR in 208 DEGs and the COMBI treatment had the greatest effect on gene expression with 332 DEGs compared to HFD (Supplementary Material, Figure S1). 

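Of the 19 genes that encode the regulators of Table 3 and were tested, 0 passed with LC and 0 with NR against HFD (adjusted p under 0.05 from edgeR). Adjusted over the list alone, 1 passed with LC (Nr3c2, the mineralocorticoid receptor, log2 fold change 0.29, adjusted p = 0.140 over all genes) and 0 with NR, where Mat1a, a methionine adenosyltransferase of hepatocytes, had the smallest adjusted p (-0.36, adjusted p = 0.182). Insig1 had a log2 fold change of 0.57 with LC (adjusted p = 0.241) and of 0.57 with NR (adjusted p = 0.230). DESeq2 and limma voom also called 0 of the 19 for LC and for NR. The study chose these regulators on the same mice, so the list is not independent evidence.
With LC 4 lists passed camera and with NR 6, where other splits of the same mice called a median of 14 and 13, so chance is not excluded for them. Of the lists other than that of Table 3, 3 passed camera with LC. Genes of cholesterol synthesis had a median log2 fold change of 0.54 (24 of 24 above 0, 0 called singly, 0 up and 0 down adjusted over the list alone, camera, adjusted p = 6.48e-05, and adjusted p = 0.984 with an estimated correlation). Nuclear genes of oxidative phosphorylation had a median of -0.16 (0 of 75 called singly, 0 up and 0 down adjusted over the list alone, camera, adjusted p = 2.14e-10, and adjusted p = 0.984 with an estimated correlation), and lipid-associated or recruited macrophages of -0.37 (0 of 18 called singly, 0 up and 0 down adjusted over the list alone, camera, adjusted p = 0.0153, and adjusted p = 0.984 with an estimated correlation). The regulators of Table 3 passed as a list with LC (median 0.10, camera, adjusted p = 0.0263, and adjusted p = 0.984 with an estimated correlation), a call that ended after a correction for exonic length (adjusted p = 0.103). With NR, the oxidative phosphorylation genes had a median of -0.21 (0 of 75 called singly, 0 up and 0 down adjusted over the list alone, camera, adjusted p = 1.10e-17, and adjusted p = 0.972 with an estimated correlation). Male-biased liver genes had a median of 1.04, with all 16 above 0 (0 called singly, 5 up and 0 down adjusted over the list alone, camera, adjusted p = 5.91e-06, and adjusted p = 0.972 with an estimated correlation), for example Elovl3 (1.51, adjusted p = 0.112) and Cyp4a12b (1.87, adjusted p = 0.108), a member of a family that shares reads. Acute phase genes had a median of -0.31 with NR (0 of 21 called singly, 0 up and 0 down adjusted over the list alone, camera, adjusted p = 0.000587, and adjusted p = 0.972 with an estimated correlation), for example the serpin Serpina3n (-0.39, adjusted p = 0.143) and haptoglobin, Hp (-0.33, adjusted p = 0.216). Lipid droplet genes had a median of -0.18 (0 up and 1 down adjusted over the list alone, camera, adjusted p = 0.00593, and adjusted p = 0.972 with an estimated correlation), including Pnpla2, the lipase of the droplet surface (-0.47, adjusted p = 0.0891 from edgeR). Cytokines had a median of -0.16 (0 up and 1 down adjusted over the list alone, camera, adjusted p = 0.0242, and adjusted p = 0.972 with an estimated correlation) and genes of the TCA cycle of -0.08 (0 up and 0 down adjusted over the list alone, camera, adjusted p = 0.0306, and adjusted p = 0.972 with an estimated correlation).
Without HFD mice 291 and 293, the median of the oxidative phosphorylation genes was -0.04 with LC and -0.09 with NR, and the TCA cycle list did not pass with NR (adjusted p = 0.123 from camera). With NR, the TCA cycle list also lost its call after a correction for exonic length (adjusted p = 0.0848) or for exonic length and GC content (adjusted p = 0.0612), and the lipid droplet list after the latter (adjusted p = 0.0502), all from camera. In the exact permutation of the list's mean log2 CPM between 7 treated and 9 HFD mice, no list passed with LC or NR after adjustment over 44 lists. The 98 genes called with COMBI had the same sign in LC for 97 genes (99.0%) and in NR for 98 (100.0%), with median ratios of the fold changes of 0.69 and 0.78, and 53 and 69 of them had an unadjusted p under 0.01. The 3 comparisons share the HFD mice. In 20 simulations with HFD and treated mice drawn from the same HFD means, the 98 genes with the smallest p for COMBI had the same sign in LC and NR for 93.3% and 92.4%. The simulations drew each gene on its own, with no trend across a library, so they give no full measure of chance.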

A subsequent upstream regulator analysis showed that the majority of the above-mentioned regulators were not significantly affected by the mono-treatments (indicated by n/a in Table 3). By contrast, COMBI reversed numerous HFD-induced upstream regulators linked to metabolic control and insulin signaling (Table 3). For instance, HFD inhibited the enzyme ACOX1, involved in the first step of the peroxisomal fatty acid β-oxidation pathway, which was reversed by COMBI treatment. 

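Most genes that changed with COMBI and also with HFD had moved in opposite directions. Of the 98 genes that passed for COMBI against HFD, 75 also passed for HFD against chow (adjusted p under 0.05 from edgeR), and 97.3% of the 75 had opposite signs: 45 were lower with HFD and higher with COMBI, and 28 the other way round. Postn, which rose with HFD, was an example of the second kind. Both comparisons use the same 9 HFD mice, which by itself makes opposite signs more frequent. In 20 simulations with HFD and COMBI mice drawn from the same HFD means, 53.9 of the 98 genes with the smallest p also passed for HFD against chow. Of these, 70.7% had opposite signs. Independent lists of these sizes would share 12.9 and 9.70 genes. The simulations drew each gene on its own and hold no trend across a library, such as that of HFD mice 291 and 293, so they give no full measure of chance.
With the HFD mice split into 2 sets, each used in only 1 of the comparisons, the correlation of the 2 sets of log2 fold changes over all 13678 genes was -0.26 for COMBI (covariance -0.0448, two-sided exact p = 0.0467 from 24310 regroupings of the COMBI and HFD mice). A simulated unchanged group gave a correlation of 0.00 and a covariance of 4.83e-05. For LC the correlation was -0.23 (covariance -0.0344, exact p = 0.285) and for NR -0.23 (covariance -0.0380, exact p = 0.171). Without HFD mice 291 and 293 the correlation over all genes for COMBI was -0.25 (exact p = 0.103).
Of the 19 tested genes of Table 3 regulators, 1 rose with COMBI and 18 did not pass (2 up and 0 down adjusted over the list alone). Nr3c2, the mineralocorticoid receptor, rose from 21.4 ± 2.78 CPM (SD, n = 9) to 27.5 ± 3.36 CPM (n = 8; log2 fold change 0.36, standard error 0.08, adjusted p = 0.0355 from edgeR). Insig1 was next (log2 fold change 0.86, standard error 0.23, adjusted p = 0.0580 from edgeR, and adjusted p = 0.0165 from DESeq2). As a list they had a median log2 fold change of 0.17 (camera, adjusted p = 0.00416, and adjusted p = 0.777 with an estimated correlation). Table 3 scores some of these regulators as more active with COMBI and others, NR3C2 among them, as less active. The rise of the Nr3c2 transcript is opposite to that score, which comes from target genes. The direction of the list therefore does not test the reversal. These regulators were picked by the study on the same mice and are not independent evidence. Between HFD and chow, 6 of the 19 fell and 0 rose (0 up and 6 down adjusted over the list alone, median -0.12, adjusted p = 0.0505 from camera), among them the glucocorticoid receptor Nr3c1 (-0.22, adjusted p = 0.0255 from edgeR), whose call ended without HFD mice 291 and 293 (adjusted p = 0.150). Nr3c2 also lost its call with COMBI without these mice (adjusted p = 0.228).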

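Acox1, the oxidase that opens peroxisomal β-oxidation, passed neither for HFD against chow nor for any treatment against HFD (edgeR). On chromosome 11 of GRCm38 from 116171888 to 116199045, it had 3458 ± 573 CPM (SD, n = 7) with chow, 3586 ± 765 CPM (n = 9) with HFD (log2 fold change 0.05, standard error 0.16, adjusted p = 0.811 from edgeR) and 3959.6 ± 629 CPM (n = 8) with COMBI (log2 fold change 0.14, standard error 0.16, adjusted p = 0.676 from edgeR). Its values against HFD were 0.09 with LC (adjusted p = 0.831) and 0.10 with NR (adjusted p = 0.811). Other genes of the peroxisomal β-oxidation list, which also holds peroxisomal genes outside that pathway, moved both ways between HFD and chow: 4 rose, 5 fell and 15 of 24 did not pass (4 up and 5 down adjusted over the list alone, median 0.15, adjusted p = 0.832 from camera). Those that fell included Acox2 (-0.52) and Pecr (-0.76). Hacl1 (-1.47), which shortens branched fatty acids, and Phyh (-0.51) also fell, and both act in α-oxidation. With COMBI, 0 of the 24 passed with edgeR (0 up and 0 down adjusted over the list alone, median -0.03, adjusted p = 0.444 from camera), and Hacl1 had a value of 0.34 (adjusted p = 0.269 from edgeR).
Target genes of PPARα, the receptor that controls fatty acid oxidation, were higher with HFD than with chow: 16 rose, 2 fell and 26 of 44 did not pass (16 up and 2 down adjusted over the list alone, median 0.31, camera, adjusted p = 0.000341, and adjusted p = 0.527 with an estimated correlation). Cpt1a, which loads fatty acids onto carnitine, rose (0.86), as did the thioesterase Acot2 (1.64) and the hormone Fgf21 (3.49). With COMBI, 0 of the 44 passed (0 up and 1 down adjusted over the list alone), and the median was -0.15 (camera, adjusted p = 0.000752, and adjusted p = 0.856 with an estimated correlation), with Plin5, a droplet protein next to mitochondria, at -0.60 (adjusted p = 0.0594 from edgeR and 0.0208 from DESeq2). Mitochondrial β-oxidation genes had 6 up and 6 down of 26 with HFD (6 up and 6 down adjusted over the list alone, median 0.01, adjusted p = 0.921 from camera) and 0 passed with COMBI (0 up and 0 down adjusted over the list alone, median -0.12, camera, adjusted p = 0.00623, and adjusted p = 0.856 with an estimated correlation). The camera call with COMBI ended without HFD mice 291 and 293 (adjusted p = 0.102). Of 13 genes of carnitine synthesis and transfer, 4 rose with HFD and 1 fell (4 up and 1 down adjusted over the list alone, median 0.07, adjusted p = 0.216 from camera), for example the carnitine transporters Slc22a5 (0.76) and Slc16a9 (1.23), and 0 passed with COMBI (0 up and 0 down adjusted over the list alone, median -0.06, adjusted p = 0.252 from camera). In an exact permutation of the carnitine list's mean log2 CPM per mouse, HFD differed from chow by 0.27 (adjusted p = 0.0113 over 44 lists). COMBI against HFD did not pass it (adjusted p = 0.776).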

Similar counter-regulatory effects were found for regulators involved in lipid metabolism (SCAP, SREBF1, SREBF2), glucose uptake (SIRT2) and insulin signaling (INSR), which were inactivated by HFD and activated in the COMBI group. Together, this analysis demonstrates that COMBI treatment counteracted the detrimental effects of HFD in the liver and mainly affected master regulators relevant to metabolic control, thereby providing a rationale for its hepatoprotective effects. 

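Genes of cholesterol synthesis were lower with HFD than with chow and higher with COMBI than with HFD. Between HFD and chow 21 of 24 fell and 3 did not pass (0 up and 22 down adjusted over the list alone). Between COMBI and HFD, 23 of 24 had a positive log2 fold change, 0 passed over all genes with edgeR, and there were 18 up and 0 down adjusted over the list alone. The list had a median of -1.12 for HFD against chow (camera, adjusted p = 2.57e-06, and adjusted p = 0.441 with an estimated correlation) and of 0.74 for COMBI against HFD (camera, adjusted p = 3.67e-10, and adjusted p = 0.777 with an estimated correlation). Of its members, Insig1 and Cyp51 are also regulators of Table 3.
Scap, which escorts SREBP to the Golgi, lies on chromosome 9 of GRCm38 from 110333288 to 110384950. It fell from 178 ± 48.3 CPM (SD, n = 7) with chow to 111 ± 19.1 CPM (n = 9) with HFD (log2 fold change -0.68, standard error 0.13, adjusted p = 3.45e-05 from edgeR) and had 129 ± 21.7 CPM (n = 8) with COMBI (log2 fold change 0.21, standard error 0.12, adjusted p = 0.362 from edgeR). Srebf2, the factor that drives cholesterol synthesis, on chromosome 15 of GRCm38 from 82147181 to 82205379, fell from 84.3 ± 5.32 to 61.3 ± 12.2 CPM with HFD (log2 fold change -0.46, standard error 0.13, adjusted p = 0.00480 from edgeR) and had 73.0 ± 16.8 CPM with COMBI (log2 fold change 0.25, standard error 0.13, adjusted p = 0.296 from edgeR). Srebf1, which drives fatty acid synthesis, on chromosome 11 of GRCm38 from 60199089 to 60222581, had 511 ± 158, 415 ± 105 and 552 ± 231 CPM with chow, HFD and COMBI, and passed neither for HFD (-0.30, adjusted p = 0.360) nor for COMBI (0.41, adjusted p = 0.404). Of 28 genes of fatty acid synthesis, 2 rose and 7 fell with HFD (2 up and 7 down adjusted over the list alone, median -0.11, adjusted p = 0.676 from camera), for example the desaturase Fads2 (0.96), Agpat2 (-0.50) and Mid1ip1 (-1.05). With COMBI 1 rose, Gpam (1 up and 0 down adjusted over the list alone), and the list had a median of 0.41 (camera, adjusted p = 0.000752, and adjusted p = 0.827 with an estimated correlation). Fasn, the fatty acid synthase, had a value of 1.09 (adjusted p = 0.128 from edgeR).
Sirt2, an NAD-dependent deacetylase on chromosome 7 of GRCm38 from 28766735 to 28788661, had 55.6 ± 4.12, 51.3 ± 2.90 and 47.6 ± 3.14 CPM with chow, HFD and COMBI. It passed neither for HFD (log2 fold change -0.12, standard error 0.05, adjusted p = 0.0554 from edgeR) nor for COMBI (log2 fold change -0.11, standard error 0.05, adjusted p = 0.227 from edgeR). For HFD it passed without HFD mice 291 and 293 (-0.14, adjusted p = 0.0233) and after a correction for exonic length (-0.25, adjusted p = 0.000373). That correction also rescales each library, so the second value does not reflect length alone. Insr, the insulin receptor, on chromosome 8 of GRCm38 from 3122061 to 3279617, fell from 219 ± 22.3 to 185 ± 28.9 CPM with HFD (log2 fold change -0.24, standard error 0.09, adjusted p = 0.0274 from edgeR) and had 208 ± 14.7 CPM with COMBI (log2 fold change 0.16, standard error 0.09, adjusted p = 0.313 from edgeR). Its call for HFD ended with limma voom (adjusted p = 0.0559), without the filter on low counts (adjusted p = 0.0577), with only the HFD and chow groups in the fit (adjusted p = 0.123), without HFD mice 291 and 293 (adjusted p = 0.151) and without chow mice 206, 207 and 211 (adjusted p = 0.149).

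**Figure D1:**
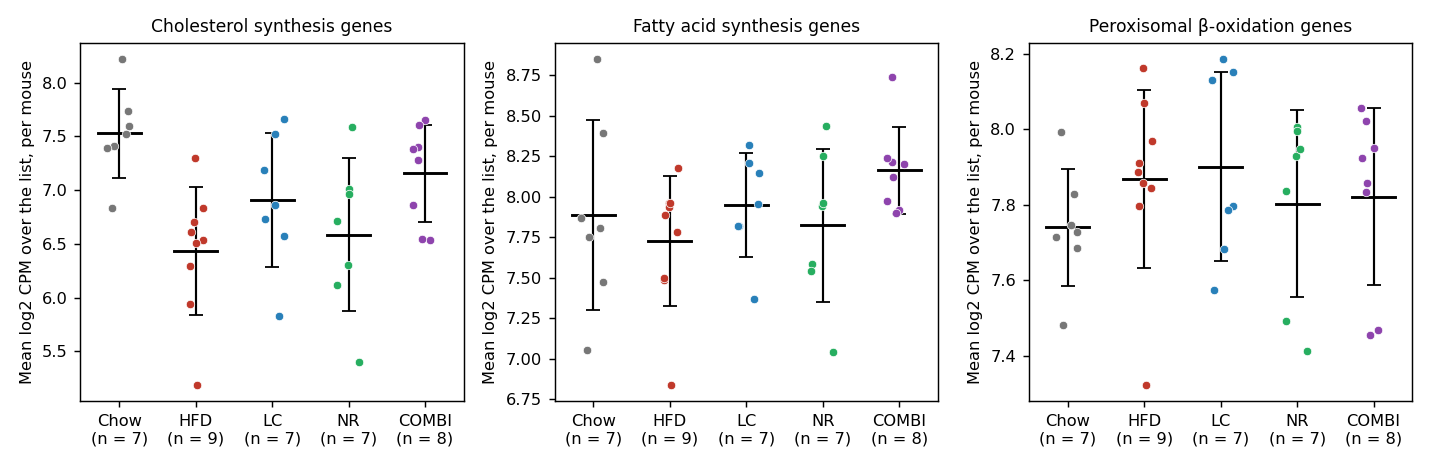
Mean log2 CPM over the genes of 3 lists (cholesterol synthesis, fatty acid synthesis and peroxisomal β-oxidation) in each mouse of the chow (n = 7), HFD (n = 9), LC (n = 7), NR (n = 7) and COMBI (n = 8) groups, with points for mice, lines for means and bars for SD. For cholesterol synthesis, all 8 COMBI mice lie above the HFD mean.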

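The paper concludes from the upstream regulators that COMBI counteracted the detrimental effects of HFD in the liver and mainly affected master regulators of metabolic control. Each liver was given a score over the genes that HFD changed, on an axis from chow (0) to HFD (1). On the axis set by HFD mice of odd rank, the score was 0.781 ± 0.0706 with COMBI (SD, n = 8) and 0.869 ± 0.132 in the HFD mice of even rank (n = 4; 7 of 8 COMBI mice below their mean, two-sided exact p = 0.154). On the axis set by HFD mice of even rank it was 0.868 ± 0.0829 with COMBI and 0.961 ± 0.182 in the HFD mice of odd rank (n = 5; 8 of 8 below, exact p = 0.233). Without HFD mice 291 and 293, with the other HFD mice ranked anew, the scores with COMBI and in the HFD mice not used to set the axis were 0.820 and 0.842 (n = 3; 4 of 8 below, exact p = 0.685) on the axis of odd rank and 0.873 and 1.02 (n = 4; 8 of 8 below, exact p = 0.0687) on that of even rank. With all HFD mice, the scores with LC were 0.792 and 0.903, and with NR 0.797 and 0.883 (n = 7 each).
Outside the lists of lipid synthesis, lists called lower with COMBI than with HFD by camera included those of lipid droplets, lipid-associated or recruited macrophages, the cell cycle, p53 targets, NRF2 and interferon, while those of Kupffer cells (difference of the mean log2 CPM -0.13, 4 of 8 COMBI mice below the HFD mean, adjusted p = 0.164 from camera) and endoplasmic reticulum stress (difference -0.03, 4 of 8 below, adjusted p = 0.823 from camera) did not pass. Lipid droplet genes had a median log2 fold change of -0.18 (0 of 21 passed with edgeR, 0 up and 3 down adjusted over the list alone, camera, adjusted p = 0.000752, and adjusted p = 0.777 with an estimated correlation), with Pnpla2 at -0.37 (adjusted p = 0.0823 from edgeR) and Fabp4, a fatty acid carrier, at -0.63. Lipid-associated or recruited macrophages had a median of -0.44 (0 of 18 passed, 0 up and 5 down adjusted over the list alone, camera, adjusted p = 0.00279, and adjusted p = 0.827 with an estimated correlation), with Atp6v0d2, a subunit of the lysosomal proton pump, at -0.99 (adjusted p = 0.0633 from edgeR) and Lgals3 at -0.98. Cell cycle genes had a median of -0.30 (0 of 20 passed, 0 up and 0 down adjusted over the list alone, camera, adjusted p = 0.00434, and adjusted p = 0.856 with an estimated correlation), and p53 targets of -0.12 (0 of 20 passed, 0 up and 4 down adjusted over the list alone, camera, adjusted p = 0.00828, and adjusted p = 0.777 with an estimated correlation), with the inhibitor of cell division Cdkn1a at -1.26 (adjusted p = 0.0805 from edgeR) and Ccng1 at -0.23. NRF2 and antioxidant genes had a median of -0.21 (2 of 34 fell, Mt1 and Mt2, 0 up and 4 down adjusted over the list alone, camera, adjusted p = 0.000355, and adjusted p = 0.224 with an estimated correlation). That list also holds subunits of the phagocyte oxidase, which are not antioxidant genes. Interferon-stimulated genes had a median of -0.14 (0 of 41 passed, 0 up and 0 down adjusted over the list alone, camera, adjusted p = 0.0495, and adjusted p = 0.856 with an estimated correlation), a call that ended after a correction for exonic length (adjusted p = 0.118 from camera). Fibrosis genes did not pass as a list (median -0.07, 1 of 35 fell, 0 up and 1 down adjusted over the list alone, adjusted p = 0.247 from camera). Of Table S1 regulators, Nfat5, a factor of the osmotic response, rose (log2 fold change 0.61, standard error 0.14, adjusted p = 0.0355 from edgeR). In an exact permutation of each list's mean between the 8 COMBI and 9 HFD mice, no list passed after adjustment over 44 lists, and the smallest adjusted p was 0.0724, for glucocorticoid-induced genes. Camera called 16 lists with COMBI, and a median of 12 in other splits of the same mice.

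**Figure D2:**
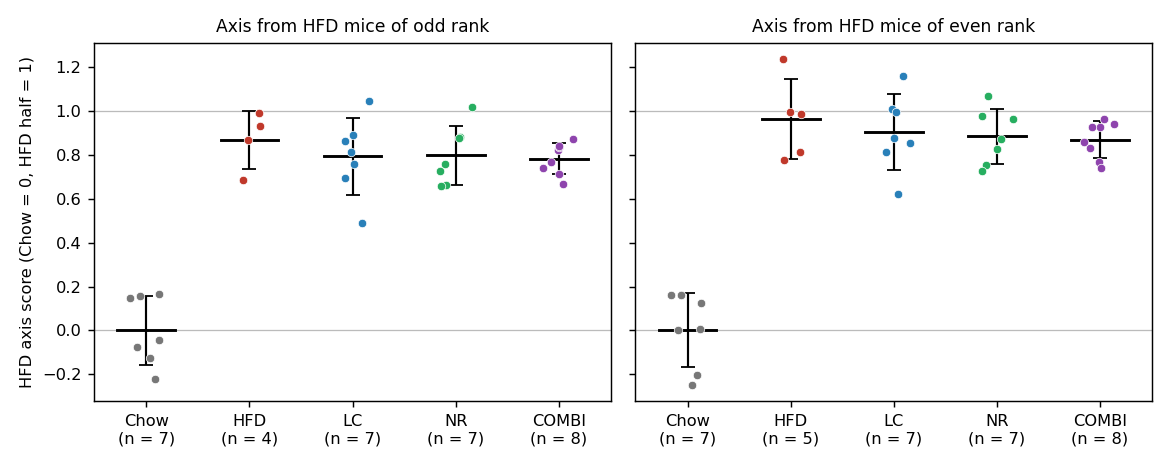
Score of each mouse between chow (0) and HFD (1) on the axis set by the HFD mice of odd rank (left) or even rank (right), with the HFD mice not used to set it (n = 4 and n = 5), chow (n = 7), LC (n = 7), NR (n = 7) and COMBI (n = 8); points are mice, lines are means and bars are SD. The COMBI means are 0.781 and 0.868, below those of the HFD mice shown.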

## 3. Discussion

The objective of the present study was to evaluate the anti-obesogenic and hepatoprotective effects of a novel treatment using a combination of LC and NR. We found that dietary supplementation with LC and NR was efficient because it elevated L-carnitine and nicotinamide plasma levels. Furthermore, the COMBI treatment attenuated HFD-induced body weight gain and total fat mass. The observed reduction in obesity development in the COMBI group was independent of food intake or locomotor activity, and was associated with an attenuation of metabolic risk factors and liver integrity marker ALT. COMBI treatment also reduced total steatosis, lipid peroxidation associated damage and affected several upstream regulators involved in liver metabolism. Hardly any of these anti-obesogenic or hepatoprotective effects were observed with the mono-treatments. Studies investigating combinations of LC and NR have not been reported so far, therefore, we used literature describing the effects of the individual components to discuss our findings. 

Measures of adiposity were significantly reduced in the COMBI group. Interestingly, longitudinal Echo-MRI measurements showed that COMBI treatment reduced fat mass development specifically after week 15 (between 15–21 weeks), i.e., when obesity was already established. Since prolonged periods of nutrient excess result in a gradual accumulation of lipids, which may impair mitochondrial metabolism [12] at a certain stage, it is possible that carnitine and NAD+ become essential at the later timepoints when mitochondrial dysfunction and associated oxidative stress is more likely to occur. Indeed, there was pronounced 4HNE-positive immunoreactivity in HFD livers at the end of the study, and this immunoreactivity was lower in the COMBI group indicating reduced oxidative stress-associated lipid peroxidation [13]. We found that mono-treatment with LC did not result in a significant reduction in body weight and fat mass, and similar findings were reported by others studying body composition in rodents [20,21,22] or BMI in healthy and obese humans [23]. Also, short time studies using NR up to 15 weeks in rodents [20,24] and up to 12 weeks humans [25,26,27,28] did not report effects on body weight or body composition. In contrast, Canto et al. and Gariani et al. showed that 12 and 18 weeks of NR 400 mg/kg supplementation in C57Bl/6J mice reduced body weight due to a reduction in fat mass [9,29], respectively. Consistent with these reports, we observed a significant reduction in abdominal fat mass by NR in the present study. However, we did not found effects on total body fat mass, which could potentially be a consequence of a lower NR concentration used in our study.

We did not observe significant effects of the mono-treatments and the COMBI treatment on fasting total cholesterol, triglycerides, glucose and insulin, still the COMBI group showed consistently lower levels in all metabolic risk factors and plasma ALT. In particular the trend towards lower insulin and glucose suggests an effect on insulin signaling. Indeed, hepatic upstream regulator gene analysis predicted that HFD treatment significantly reduced glucose uptake (SIRT2) [30] and insulin receptor activity (INSR), and also revealed the counter-regulatory effects of the COMBI treatment on both processes, suggesting an improvement in the sensitivity of hepatic insulin. 

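Genes that insulin induces in liver were higher with COMBI than with HFD as a list, and genes that insulin suppresses were not. Of 12 insulin-induced genes 1 rose (Gpam) and 11 did not pass (4 up and 0 down adjusted over the list alone, median log2 fold change 0.48, camera, adjusted p = 0.00321, and adjusted p = 0.777 with an estimated correlation). Pnpla3, a lipase induced by feeding, had a value of 1.98 (adjusted p = 0.116 from edgeR) and Acly, which makes acetyl-CoA for lipid synthesis, of 0.96 (adjusted p = 0.147). The list's mean per mouse was higher with COMBI by 0.60 on the log2 scale (two-sided exact p = 0.0128, 0.0935 after adjustment over 44 lists). Several of its members are also in the list of fatty acid synthesis. Of 13 insulin-suppressed genes 0 passed with edgeR (0 up and 1 down adjusted over the list alone, median 0.07, adjusted p = 0.985 from camera), with Apoc3, which slows the clearance of triglycerides, at -0.42 (adjusted p = 0.0644 from edgeR) and the gluconeogenic enzyme Fbp1 at -0.26 (adjusted p = 0.208).
Between HFD and chow, 3 of 12 insulin-induced genes fell and 1 rose (1 up and 3 down adjusted over the list alone, median -0.37, adjusted p = 0.460 from camera). Irs1, which relays the signal of the insulin receptor, fell (log2 fold change -0.74, standard error 0.11, adjusted p = 1.77e-06 from edgeR) and Pklr, the liver pyruvate kinase, rose (1.14). Of 13 insulin-suppressed genes 4 fell (0 up and 0 down adjusted over the list alone, median -0.31, adjusted p = 0.235 from camera): G6pc, which releases glucose (-1.12, adjusted p = 0.0394 from edgeR), Irs2 (-0.71, adjusted p = 0.0315), Cited2 (-0.37) and Apoc3 (-0.28). The mean log2 CPM of the 13 genes per mouse differed between HFD and chow by -0.37 (exact permutation, adjusted p = 0.0157 over 44 lists). Without HFD mice 291 and 293 the calls of G6pc, Irs2 and Cited2 ended (adjusted p = 0.117, 0.115 and 0.0612 from edgeR), and that of Apoc3 ended with DESeq2 (adjusted p = 0.0526). The mice were not fasted at sacrifice, and the time of the last meal is not given for single mice.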

Both LC and NR effects on plasma metabolic risk factors may be dose dependent. LC with 2000 mg daily for 24 weeks resulted in lower glucose and plasma lipid levels in NASH patients [31] as well as improved insulin sensitivity [32], whereas 19 months treatment with a very low dose of 100 mg/kg LC daily in mice did not reveal any significant effects on plasma lipid levels [33]. Similarly, studies in mice reported lowering effects of 400 mg/kg NR on ALT [27], fasting glucose and an improvement in insulin sensitivity [9,29]. By contrast, a very recent human study employing 2000 mg NR daily supplementation, which is approximately 2–3 times lower in concentration compared to the animal studies, could not reproduce the positive effects on insulin sensitivity and whole-body glucose metabolism in obese insulin resistant men [26]. 

Plasma acylcarnitines are often increased in obese patients with type 2 diabetes [34] and in high-fat diet induced animal models [8,35,36]. Acylcarnitines are typically formed in the cytosol to shuttle FAs across the mitochondrial membrane into the matrix, thereby providing substrate for β-oxidation. The observation that acylcarnitines are elevated in plasma of subjects with metabolic disease suggest that in the case of chronic oversupply with FAs, the capacity to further process these FAs has been reached and their metabolites also ultimately accumulate in plasma. Shuttling these acylcarnitines to the plasma could potentially prevent the buildup of possibly toxic acyl-CoA species inside the cell [37]. In line with this view, we also observed increased plasma acylcarnitines concentrations in the HFD group when compared to chow, in particular long-chain acylcarnitines. COMBI treatment increased plasma medium-chain acylcarnitines compared to the HFD. The increase of these acyl carnitine species could reflect incomplete β-oxidation. However, this does not seem to be in line with our other findings that COMBI treatment attenuated obesity, fat mass gain and hepatic steatosis, which all suggest an improvement in fatty acid catabolism and β-oxidation rather than worsening. An explanation for the seemingly discordant observations is provided by Lehman et al. who showed that medium chain acylcarnitines increase after exercise and acylcarnitines may enhance lipid oxidation [38]. Although the mice in the COMBI group were not more active relative to the HFD group, they gained 17% less fat mass. Therefore, it is possible that the COMBI treatment mimics some processes that are also activated during exercise leading to a higher metabolic rate. 

The adiposity-attenuating effects of the COMBI treatment were associated with a reduction in NAFLD development, i.e., a reduction in both total steatosis and hepatocellular hypertrophy. Moreover, the liver weight was lower in mice treated with the COMBI. Collectively, the reduction in weight gain and improved liver health may be a result of improved hepatic metabolism and processing of fatty acids. Indeed, among the molecular processes underlying the observed hepatoprotective effects of the COMBI treatment were multiple pathways and upstream regulators critical for metabolic homeostasis. For example, COMBI treatment reversed HFD-induced deactivation of PPARGC1B involved in mitochondrial biogenesis and the increase of oxidative phosphorylation [39]. 

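Ppargc1b, a coactivator of mitochondrial biogenesis on chromosome 18 of GRCm38 from 61298136 to 61400431, had 5.96 ± 1.58 CPM (SD, n = 7) with chow, 5.47 ± 1.67 CPM (n = 9) with HFD (log2 fold change -0.12, standard error 0.18, adjusted p = 0.621 from edgeR) and 7.15 ± 1.57 CPM (n = 8) with COMBI (log2 fold change 0.38, standard error 0.17, adjusted p = 0.236 from edgeR). Of 75 nuclear genes of oxidative phosphorylation, 22 fell with HFD against chow (0 up and 14 down adjusted over the list alone, median -0.17, camera, adjusted p = 0.000113, and adjusted p = 0.641 with an estimated correlation), for example the complex I subunits Ndufb11 (-0.40), Ndufs3 (-0.31) and Ndufs7 (-0.33). With COMBI, 0 passed with edgeR (0 up and 1 down adjusted over the list alone), and the list had a median of -0.19 (camera, adjusted p = 1.78e-15, and adjusted p = 0.777 with an estimated correlation), with Atp5e, a subunit of ATP synthase, at -0.39 (adjusted p = 0.0545 from edgeR). In an exact permutation of the list's mean log2 CPM per mouse, neither call was kept: HFD differed from chow by -0.18 (two-sided p = 0.106, 0.137 after adjustment over 44 lists) and COMBI from HFD by -0.17 (p = 0.0938, adjusted 0.375). These genes are short (median exonic length 1756, and 4346.5 over all tested genes), and HFD mice 291 and 293 had relatively high counts of short genes. Without these 2 mice the median for COMBI was -0.06 (adjusted p = 1.57e-05 from camera).
Genes of the mitochondrial genome also fell with HFD, 7 of 12 (0 up and 7 down adjusted over the list alone, median -0.34, camera, adjusted p = 0.0120, and adjusted p = 0.505 with an estimated correlation), for example mt-Nd2 (-0.51) and mt-Co1 (-0.53). This list lost its call after a correction for exonic length and GC content (adjusted p = 0.449 from camera). With COMBI 0 of 12 passed with edgeR (0 up and 0 down adjusted over the list alone, median -0.10, adjusted p = 0.219 from camera). Genes of the TCA cycle had 3 up and 5 down of 19 with HFD (1 up and 4 down adjusted over the list alone, median -0.03, adjusted p = 0.497 from camera), with Idh3b (-0.31) and Sucla2 (-0.29) among those that fell. Their median with COMBI was -0.08 (0 passed with edgeR, 0 up and 0 down adjusted over the list alone, camera, adjusted p = 0.0125, and adjusted p = 0.856 with an estimated correlation), and that call ended without HFD mice 291 and 293 (adjusted p = 0.0709 from camera). Of 33 genes of NAD metabolism, 14 fell and 4 rose with HFD (4 up and 17 down adjusted over the list alone, median -0.18, camera, adjusted p = 0.0212, and adjusted p = 0.355 with an estimated correlation). Afmid (-1.25) and Kynu (-0.51), enzymes of NAD synthesis from tryptophan, fell, and Cd38, which degrades NAD, rose (0.97). With COMBI 0 of the 33 passed with edgeR (0 up and 0 down adjusted over the list alone, median 0.01, adjusted p = 0.879 from camera).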

COMBI also reversed HFD-induced SREBF2 and SCAP modulation important players in lipid metabolism [40] and counteracted the HFD-induced inactivation of the enzyme ACOX1, which controls the first step of the peroxisomal FA β-oxidation pathway [41]. 

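The mean log2 CPM over the 24 genes of cholesterol synthesis was 6.43 ± 0.60 with HFD (SD, n = 9) and 7.16 ± 0.45 with COMBI (n = 8), and all 8 COMBI mice lay above the HFD mean (difference 0.72, two-sided exact p = 0.0107, 0.0935 after adjustment over 44 lists). With chow it was 7.53 ± 0.42 (n = 7), higher than with HFD (exact p = 0.000874, 0.00175 after adjustment). Lss, which makes the first sterol of the pathway, had a log2 fold change of 1.05 with COMBI (adjusted p = 0.0789 from edgeR, 0.0417 from DESeq2 and 0.0334 from limma voom). Pcsk9, which degrades the receptor for low-density lipoprotein, had 0.73 (adjusted p = 0.104 from edgeR) and Sc5d 0.58 (adjusted p = 0.112). With HFD against chow, Ebp (-1.00), Tm7sf2 (-1.39) and Pcsk9 (-1.06) had fallen.
Against LC, the cholesterol synthesis genes of COMBI had a median of 0.20 (0 of 24 passed with edgeR, 0 up and 0 down adjusted over the list alone, camera, adjusted p = 0.00379, and adjusted p = 0.916 with an estimated correlation), and against NR of 0.50 (0 of 24 passed, 0 up and 0 down adjusted over the list alone, camera, adjusted p = 4.12e-18, and adjusted p = 0.298 with an estimated correlation). With LC the mean per mouse differed from HFD by 0.47 (exact p = 0.145). Leaving out each of the 16 mice in turn, the difference was 0.32 to 0.65 and the p ranged from 0.0346 (without LC mouse 246) to 0.289 (without LC mouse 251).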

In conclusion, we showed that a novel treatment with a combination of LC and NR, but not the mono-treatments, significantly attenuated obesity, fat mass, hepatic steatosis and exerted beneficial effects on metabolic control pathways and upstream regulators (ACOX, SCPAP, SREBF2, PPARGC1B, INSR) in the liver. Dietary supplementation with LC and NR could constitute a new therapeutic approach to prevent obesity and its complications in the liver.

## 4. Materials and Methods 

### 4.1. Animals and Diets

All animal experiments were performed according to the rules and regulations set out by the Netherlands Law on Animal Experiments and were approved by an independent Committee on Animal Care and Experimentation (approval reference number DEC-3383, Date: 25 February 2013, DEC-Zeist, The Netherlands).

Male Ldlr−/−.Leiden mice [17,18] were bred by TNO Metabolic Health Research (Leiden, The Netherlands). Mice were housed in Makrolon^®^ cages at approximately 21 °C, with a 12-h daily light cycle and relative humidity of 50–60%. The mice were supplied with food and tap water ad libitum and mice were fed standard lab chow (Ssniff R/M diet V1530, Uden, The Netherlands) until they were 12–15 weeks old. Subsequently, 74 mice were divided into five experimental groups. The healthy reference group continued to receive a chow diet (*n* = 13) and the high-fat diet control group (HFD) received a NAFLD inducing diet (45 kcal% fat from lard, 35 kcal% from carbohydrates, primarily sucrose and 20% kcal from protein; D12451, Research Diets, New Brunswick, NJ, USA) as described previously [17] (*n* = 16). L-carnitine (0.4% *w*/*w*, Sigma-Aldrich, Zwijndrecht, The Netherlands; LC group; *n* = 15), nicotinamide riboside (0.3% *w*/*w*, NovAlix, Cedex, France; NR group; *n* = 15) and the combination of both (COMBI group, *n* = 15) were mixed through the HFD and the respective groups were treated with these diets for 21 weeks.

In order to measure ambulatory locomotor activity in the different treatment groups, mice (*n* = 8 per group) were single housed in metabolic cages (Phenomaster, TSE systems) at approximately 21 °C, with a 12-h daily light cycle for 48 h in weeks 19–21. The metabolic cages measured ambulatory locomotor activity using infrared beams along the x and y axis. Beam interruptions caused by movement of the mice were registered every 30 minutes during the 48-h timeframe and represented as counts.

### 4.2. Food Intake, Body Composition 

Food intake and body weight were monitored every three weeks of the study. Total body fat mass was assessed with EchoMRI at the start and in week 9, 15 and 21 of the study as previously described [42].

### 4.3. Plasma Measurements

Blood samples were collected after 5 h fast via tail vein bleeding for isolation of EDTA plasma for evaluation of total cholesterol, triglycerides and insulin as described [17]. Plasma HDL-cholesterol was determined after precipitation as described earlier [43] with enzymatic assays (CHOD-PAP, Roche Diagnostics, Almere, the Netherlands). Non-HDL cholesterol was calculated by subtracting HDL-cholesterol levels from total plasma cholesterol levels. Blood glucose was measured using a hand-held glucometer in tail blood during blood collection (FreeStyle Lite, Abbott, Alameda CA, USA). 

### 4.4. Sacrifice and Analysis of Fat and Liver Tissue

All animals were sacrificed under non-fasted conditions by CO2 asphyxiation after 21 weeks of dietary treatment. Blood was collected via cardiac puncture for EDTA-plasma collection. White adipose tissue (WAT) was collected from gonadal and mesenteric WAT, abdominal fat mass, and the subcutaneous fat depot. The liver was weighed and divided into different parts. The medial lobe was fixed in formalin and embedded in paraffin. Development of NAFLD was analyzed in 3-μm liver hematoxylin-eosin stained sections and analyzed by a board-certified pathologist using a well-established adapted scoring method for human NAFLD [44] as described [17]. Briefly, the level of total steatosis per mouse was expressed as a percentage of the total liver section affected by microvesicular or macrovesicular steatosis. Similarly, hypertrophy was expressed as the affected percentage of the total liver section. Steatosis and hypertrophy were scored in the liver sections at a 50× magnification. The HE stained liver sections were digitalized with a 20× magnification (Aperio AT2, Leica Biosystems, Amsterdam, The Netherlands) and used for the representative images.

### 4.5. 4-HNE Oxidative Stress-Related Marker Staining and Quantification in Liver Tissue

Oxidative stress-related marker 4-hydroxynonenal (4-HNE) was analyzed in 3-μm paraffin liver sections. After deparaffinization of the liver sections, heat-induced epitope retrieval was performed with a PH 6 citrate buffer (PT link, Dako, Denmark). Subsequently, sections were washed with 0.05% Tween-20 in phosphate-buffered saline (PBS) and blocked for 30 min at room temperature (RT) with 5% normal goat serum in PBS. Staining was performed by overnight incubation at 4 °C with Rabbit anti-4-HNE Michael adducts primary antibody (1:1000 in PBS, ref.393207, Millipore Corporation, Billerica, MA, USA PBS). The next day these sections were washed and blocked for endogenous peroxidase with 3% H2O2 during 20 min, and subsequently incubated for 45 min with a BrightVision poly-HRP-anti-rabbit secondary antibody (1:1 in PBS, Immunologic, Duiven, The Netherlands;) all at RT. Lastly, after washing the sections, Diaminobenzidine (DAB) was used for color development by 5 min incubation and nuclei were stained with hematoxylin for 30 s at RT.

The 4-HNE stained liver sections were digitalized with a 20 × magnification (Aperio AT2, Leica Biosystems, Amsterdam, The Netherlands). In these scans 4-HNE positive immunoreactivity was scored in two different liver sections in five nonoverlapping fields per liver section and expressed as amount of 4-HNE positive immunoreactivity structures per mm^2^. 

### 4.6. LC-MS/MS

Sacrifice plasma samples were used to measure L-carnitine, nicotinamide and several acylcarnitine levels. The metabolites were measured with the Metabolon analytical system (Metabolon, Inc., Durham, NC, USA). A non-targeted semiquantitative liquid chromatography–tandem mass spectrometry (LC-MS/MS) platform was applied for the identification of structurally named and unknown molecules [45,46]. All normalized relative ion counts were log transformed, and the remaining data were imputed with the minimum value on a per metabolite basis and reported in relative units (RU). 

### 4.7. Gene Expression and Pathway Analysis

Total-RNA isolation kit (Bio-connect, Huissen, The Netherlands) was used to extract RNA from snap-frozen livers. The RNA concentration was measured spectrophotometrically using a NanoDrop 1000 (Isogen Life Science, De Meern, The Netherlands). To assess the quality of the isolated RNA, the 2100 Bioanalyzer (Agilent Technologies, Amstelveen, The Netherlands) was used. Next, messenger RNA (mRNA) library was produced for next generation sequencing following the manufacturer′s protocol NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA). The quality and yield of the PCR products were consistent with the expected size distribution (300–800 base pairs). Clustering and DNA sequencing were performed by GenomeScan BV (Leiden, The Netherlands) using a NextSeq 500 sequencer (Illumina, San Diego, CA, USA). The sequences were directly aligned with the mouse reference genome (GRCm38p4) using the Start 2.5 algorithm with default settings. Gene expression data is accessible at Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under GSE136821 The DESeq-method [47] was used to evaluate differential expressed genes between treatment groups with a cut-off at *p* < 0.01. Effects of LC, NR and the COMBI treatment on hepatic gene expression was analyzed by gene enrichment analysis across pathways and biological processes with the Ingenuity Pathway Analysis suite (IPA; www.ingenuity.com). The upstream regulator analysis tool of IPA was used to assess the activity of upstream regulators essentially as reported in [48]. Briefly, the gene expression levels of all known target genes of an upstream regulator of interest are analyzed together. A Z-score less than -2 indicates a significantly reduced transcriptional activity, while a Z-score greater than 2 indicates a significant activation based on the direction of gene expression changes of target genes essentially as reported in translational studies [17]. In addition, the software also analyses whether the observed effects are statistically significant (*p*-value), i.e., whether a greater number of target genes are modulated than can be expected to occur by chance.

### 4.8. Statistical Analysis

All data are presented as mean ± standard error of the mean (SEM) or as indicated otherwise. This study investigated the hypothesis that L-carnitine, nicotinamide riboside and their combination attenuate the development of disease relative to the untreated HFD control group. Data distribution was tested with the Shapiro-Wilk test (*p* < 0.05) and for equal variances with Levene’s test (*p* < 0.05). For normally distributed data with equal variances, a one-way analysis of variance (ANOVA) was used, if the F-statistic was significantly different Dunnett’s post hoc test was used one-sided compared to HFD (α = 0.05). A Kruskal–Wallis test was used for data sets that were not normally distributed or did not have equal variances. If the Kruskal–Wallis test indicated a significant difference (*p* < 0.05), a Mann–Whitney U test was used to compare groups one sided to HFD. For the pathway analysis of differentially expressed genes, P values were based on Fisher′s exact test (α = 0.01).

## Figures and Tables

**Figure 1:**
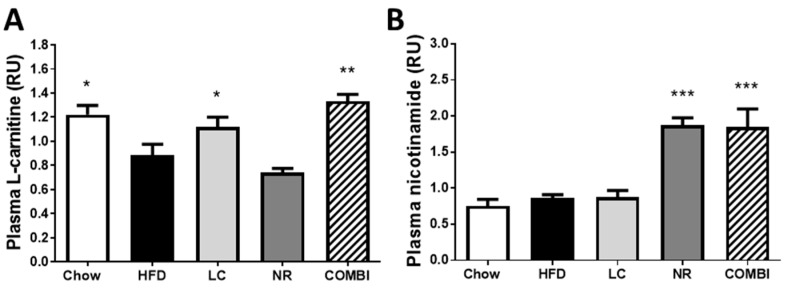
Dietary L-carnitine (LC), nicotinamide riboside (NR) or both (COMBI) supplementation to a high-fat diet (HFD) increased the plasma levels of L-carnitine and nicotinamide after 21 weeks of treatment, indicating effective delivery via the diet. LC-MS was used to measure plasma levels of (**A**) L-carnitine and (**B**) nicotinamide. Data are presented in relative units (RU) as mean ± SEM, * *p* < 0.05 or ** *p* < 0.01 or *** *p* < 0.001 compared to the HFD control group.

**Figure 2:**
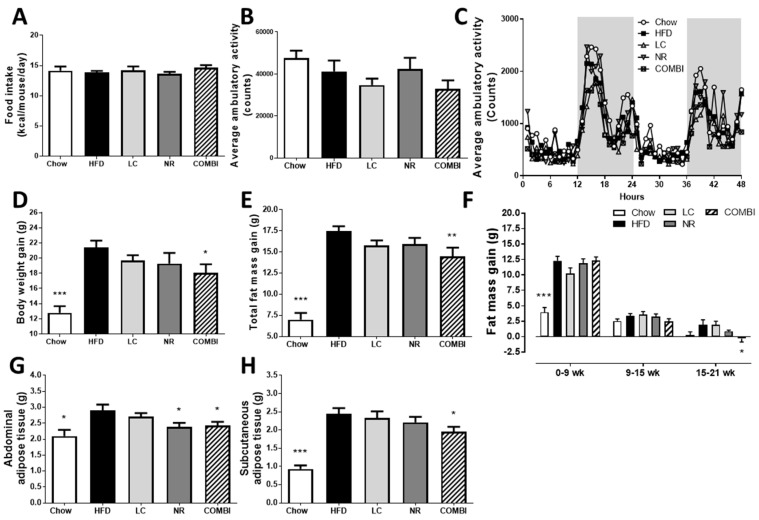
Effect of LC, NR and COMBI treatment on obesity after 21 weeks of treatment. (**A**) Food intake, (**B**) average ambulatory activity represented in counts, i.e., amount of infrared beam interruptions caused by movement, (**C**) average ambulatory activity during 48 hours, (**D**) body weight gain, (**E**) total fat mass gain, (**F**) fat mass gain over time, (**G**) abdominal tissue mass and (**H**) subcutaneous adipose tissue mass. Data are presented as mean ± SEM, * *p* < 0.05 or ** *p* < 0.01 or *** *p* < 0.001 compared to the HFD control group.

**Figure 3:**
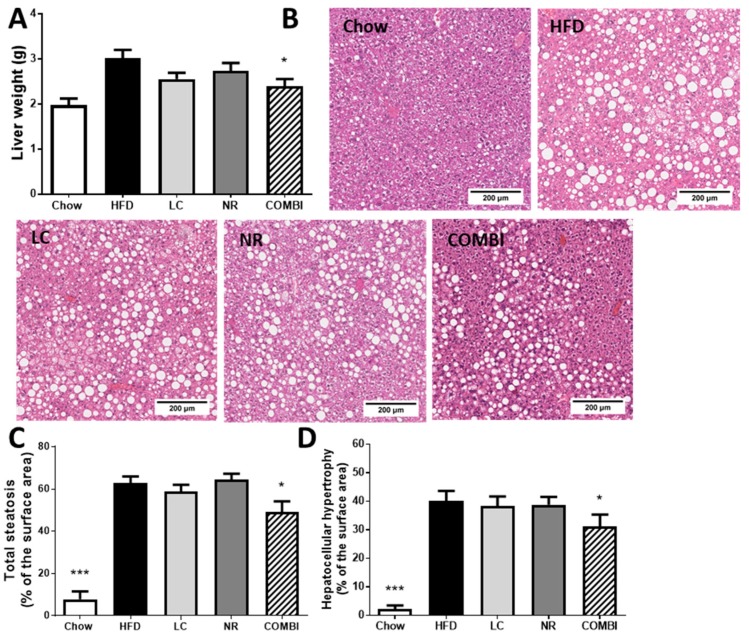
Liver analysis after 21 weeks of LC, NR and COMBI treatment. (**A**) Liver weight, (**B**) representative images of hematoxylin-eosin stained liver sections, (**C**) total steatosis, (**D**) hepatocellular hypertrophy. Data are presented as mean ± SEM, * *p* < 0.05 or ** *p* < 0.01 or *** *p* < 0.001 compared to the HFD control group.

**Figure 4:**
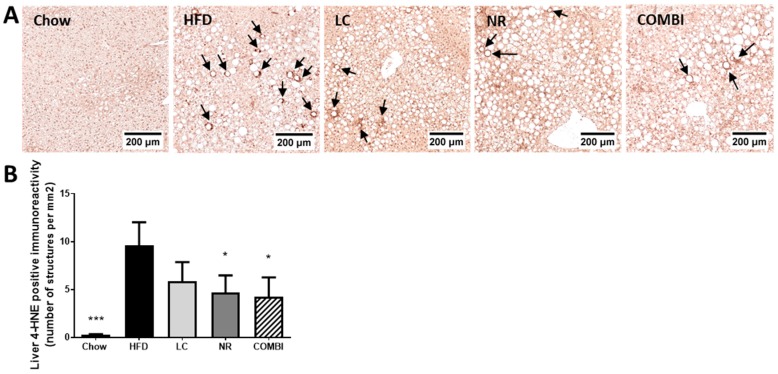
The 4-hydroxynonenal (4-HNE) marker for oxidative stress-related lipid peroxidation was analyzed in the liver using immunohistochemistry after 21 weeks of LC, NR and COMBI treatment. Stained liver sections were used for (**A**) representative images of 4-HNE, and quantification of (**B**) 4-HNE-positive immunoreactivity indicated here by arrows per mm^2^. Data are presented as mean ± SEM, * *p* < 0.05 compared to the HFD control group.

**Table 1:** Metabolic parameters.

	Chow	HFD	LC	NR	COMBI
Cholesterol (mM)	11.0 ± 3.3 ***	32.2 ± 14.4	28.6 ± 12.5	30.3 ± 10.6	25.4 ± 10.2
HDL-cholesterol (mM)	1.2 ± 0.6 ***	3.2 ± 1.4	2.5 ± 1.0	2.8 ± 1.3	2.5 ± 1.2
Non-HDL cholesterol (mM)	9.8 ± 3.6 ***	27.4 ± 12.3	26.1 ± 12.3	26.1 ± 8.9	22.9 ± 9.4
Triglycerides (mM)	2.6 ± 1.1 **	6.1 ± 5.4	4.9 ± 2.3	5.3 ± 3.9	3.7 ± 2.1
Glucose (mM)	7.6 ± 1.5	8.1 ± 2.1	7.5 ± 1.1	7.9 ± 1.6	7.4 ± 1.0
Insulin (ng/mL)	7.3 ± 7.1 **	24.8 ± 21.0	21.9 ± 18.7	28.0 ± 14.8	15.0 ± 7.7
ALT (U/L)	117 ± 83 ***	368 ± 249	330 ± 132	293 ± 127	267 ± 142

Blood glucose and plasma metabolic risk factors after 21 weeks of diet feeding. Values are mean ± SD, * *p* < 0.05 or ** *p* < 0.01 or *** *p* < 0.001 compared to the HFD control group.

**Table 2:** Plasma acylcarnitines.

	Acylcarnitines	HFD vs. Chow	LC vs. HFD	NR vs. HFD	COMBI vs. HFD
Short-chain	3-hydroxybutyrylcarnitine (C4-1)	0.1	0.5	−0.9	−0.5
	3-hydroxybutyrylcarnitine (C4-2)	−0.6	0.6	−0.3	0.3
	valerylcarnitine (C5)	−0.8	−0.1	−0.4	0.2
Medium-chain	hexanoylcarnitine (C6)	−0.4	−0.0	−0.5	0.4
	octanoylcarnitine (C8)	−0.2	0.3	−0.5	0.4
	decanoylcarnitine (C10)	0.3	0.7	−0.4	0.3
	laurylcarnitine (C12)	0.2	0.3	−0.5	0.3
	cis-4-decenoylcarnitine (C10:1)	0.2	0.4	−0.5	0.4
	5-dodecenoylcarnitine (C12:1)	0.3	0.3	−0.6	0.1
Long-chain	myristoylcarnitine (C14)	0.2	0.2	−0.4	0.2
	pentadecanoylcarnitine (C15)	0.8	0.2	−0.4	0.1
	palmitoylcarnitine (C16)	0.8	0.1	−0.3	−0.1
	margaroylcarnitine (C17)	1.7	0.2	−0.3	−0.0
	stearoylcarnitine (C18)	2.1	0.1	−0.2	0.0
	oleoylcarnitine (C18)	1.5	0.0	−0.4	−0.3
	arachidoylcarnitine (C20)	1.8	0.4	−0.1	0.2
	myristoleoylcarnitine (C14:1)	0.5	0.3	−0.5	0.2
	palmitoleoylcarnitine (C16:1)	0.3	0.1	−0.6	−0.4
	linoleoylcarnitine (C18:2)	0.8	0.2	−0.4	−0.1
	linolenoylcarnitine (C18:3)	0.0	0.3	−0.4	−0.0
	eicosenoylcarnitine (C20:1)	2.0	−0.1	−0.3	−0.4
	dihomo-linoleoylcarnitine (C20:2)	1.4	0.1	−0.3	−0.1
	arachidonoylcarnitine (C20:4)	0.6	0.4	−0.4	0.1
	dihomo-linolenoylcarnitine (20:3n3 or 6)	0.9	0.2	−0.3	0.0

Values present 2log transformed ratios between the groups compared and specified in the top row, positive values represent an increase and negative values a decrease. Green indicates a significant decrease, conversely, orange indicates a significant increase, with *p* < 0.05 considered as significant.

**Table 3:** Upstream regulator analysis based on hepatic gene expression of metabolism related genes.

*Upstream Regulator*	HFD vs. Chow		LC vs. HFD		NR vs. HFD		COMBI vs. HFD	
*Metabolism-related*	Activation	*p*-value	Activation	*p*-value	Activation	*p*-value	Activation	*p*-value
	z-score		z-score		z-score		z-score	
ACOX1	−7.1	2.1 × 10^−32^	n/a	n/a	n/a	n/a	2.7	7.1 × 10^−7^
ATP7B	−3.2	5.0 × 10^−6^	n/a	n/a	n/a	2.5 × 10^−2^	2.0	9.3 × 10^−4^
INSIG1	−2.1	8.1 × 10^−13^	n/a	n/a	n/a	n/a	−1.9	2.0 × 10^−5^
INSR	−2.3	6.1 × 10^−9^	n/a	n/a	n/a	n/a	1.7	1.4 × 10^−5^
NR3C1	−2.1	8.9 × 10^−18^	n/a	n/a	n/a	n/a	−1.6	3.6 × 10^−2^
PPARGC1B	−3.3	3.5 × 10^−2^	n/a	n/a	n/a	n/a	2.2	2.4 × 10^−4^
SCAP	−4.8	1.5 × 10^−9^	n/a	n/a	n/a	n/a	3.3	1.4 × 10^−11^
SREBF1	−1.1	2.0 × 10^−9^	n/a	n/a	n/a	n/a	2.7	9.7 × 10^−10^
SREBF2	−3.0	7.2 × 10^−9^	n/a	n/a	n/a	n/a	2.6	8.7 × 10^−13^
SIRT2	−3.2	9.4 × 10^−5^	n/a	n/a	n/a	n/a	2.2	1.3 × 10^−6^
TSC2	−4.7	3.9 × 10^−12^	n/a	n/a	n/a	n/a	2.0	8.9 × 10^−3^
CDKN2A	0.0	2.7 × 10^−9^	n/a	n/a	n/a	n/a	−2.4	4.0 × 10^−2^
CNR1	2.7	7.4 × 10^−3^	n/a	n/a	n/a	n/a	n/a	n/a
CYP51A1	3.0	1.8 × 10^−5^	n/a	n/a	n/a	n/a	n/a	3.7 × 10^−4^
CYP2E1	2.1	6.2 × 10^−6^	n/a	n/a	n/a	n/a	n/a	n/a
EP300	4.5	8.7 × 10^−14^	n/a	n/a	n/a	n/a	−2.2	2.7 × 10^−3^
FOXO1	4.5	4.1 × 10^−9^	n/a	n/a	n/a	n/a	−2.1	1.5 × 10^−2^
FOXO3	0.6	9.2 × 10^−7^	n/a	n/a	n/a	n/a	−2.2	4.3 × 10^−2^
MAT1A	2.4	9.0 × 10^−2^	n/a	n/a	n/a	n/a	n/a	n/a
NR3C2	2.1	8.9 × 10^−7^	n/a	n/a	n/a	n/a	−2.0	6.4 × 10^−3^
TP53	2.2	1.58 × 10^−60^	n/a	n/a	n/a	n/a	−2.0	2.0 × 10^−3^

Changes in upstream regulator are predicted from changes in transcription factors or key regulators with a Z-score. Z < −2 indicates a relevant inhibition (shown in orange) and Z > 2 indicates a relevant activation (shown in green). Significant changes with Z > 1.5 are shown in light orange. The *p*-value indicates significant enrichment of the genes downstream of a regulator (*p* < 0.01 was considered statistically significant). n/a indicates an insufficient number of differentially expressed genes to link gene effects to an upstream regulator.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/18/4359/s1.

## Abbreviations

NAFLD	Non-alcoholic fatty liver disease
LC	L-Carnitine
NAD+	Nicotinamide adenine dinucleotide
NR	Nicotinamide riboside
FA	Fatty acid
4-HNE	4-Hydroxynonenal
COMBI	Combination of LC and NR treatment in this study
Ldlr-/-	Low-density lipoprotein receptor knockout
HFD	High-fat diet
BW	Body weight
FI	Food intake
WAT	White adipose tissue
HDL	High-density lipoprotein
ALT	Alanine aminotransferase
DEG	Differentially expressed genes
RU	Relative units

## References

[1] Ng M., Fleming T., Robinson M., Thomson B., Graetz N., Margono C., Mullany E.C., Biryukov S., Abbafati C., Abera S.F. (2014). Global, regional, and national prevalence of overweight and obesity in children and adults during 1980-2013: A systematic analysis for the Global Burden of Disease Study 2013. Lancet.

[2] Younossi Z.M., Koenig A.B., Abdelatif D., Fazel Y., Henry L., Wymer M. (2016). Global epidemiology of nonalcoholic fatty liver disease—Meta-analytic assessment of prevalence, incidence, and outcomes. Hepatology.

[3] Fildes A., Charlton J., Rudisill C., Littlejohns P., Prevost A.T., Gulliford M.C. (2015). Probability of an obese person attaining normal body weight: Cohort study using electronic health records. Am. J. Public Health.

[4] Lee Y., Kwon E.Y., Choi M.S. (2018). Dietary isoliquiritigenin at a low dose ameliorates insulin resistance and NAFLD in diet-induced obesity in C57BL/6J mice. Int. J. Mol. Sci..

[5] Schrader M., Costello J., Godinho L.F., Islinger M. (2015). Peroxisome-mitochondria interplay and disease. J. Inherit. Metab. Dis..

[6] Wijburg F.A., Wüst R.C.I., Visser G., Wanders R.J.A., Knottnerus S.J.G., IJlst L., Houtkooper R.H., Ferdinandusse S., Bleeker J.C. (2018). Disorders of mitochondrial long-chain fatty acid oxidation and the carnitine shuttle. Rev. Endocr. Metab. Disord..

[7] Antonenkov V.D., Hiltunen J.K. (2012). Transfer of metabolites across the peroxisomal membrane. Biochim. Biophys Acta. – Mol. Basis. Dis..

[8] Noland R.C., Koves T.R., Seiler S.E., Lum H., Lust R.M., Ilkayeva O., Stevens R.D., Hegardt F.G., Muoio D.M. (2009). Carnitine insufficiency caused by aging and overnutrition compromises mitochondrial performance and metabolic control. J. Biol. Chem..

[9] Cantó C., Houtkooper R.H., Pirinen E., Youn D.Y., Oosterveer M.H., Cen Y., Fernandez-Marcos P.J., Yamamoto H., Andreux P.A., Cettour-Rose P. (2012). The NAD+ precursor nicotinamide riboside enhances oxidative metabolism and protects against high-fat diet-induced obesity. Cell Metab..

[10] Garten A., Schuster S., Penke M., Gorski T., De Giorgis T., Kiess W. (2015). Physiological and pathophysiological roles of NAMPT and NAD metabolism. Nat. Rev. Endocrinol..

[11] Yoshino J., Baur J.A., Imai S.I. (2018). NAD + Intermediates: The Biology and Therapeutic Potential of NMN and NR. Cell Metab..

[12] Bournat J.C., Brown C.W. (2016). Mitochondrial Dysfunction in Obesity. Curr. Opin. Endocrino.l Diabetes Obes..

[13] Zhong H., Yin H. (2015). Role of lipid peroxidation derived 4-hydroxynonenal (4-HNE) in cancer: Focusing on mitochondria. Redox. Biol..

[14] Loguercio C., De Girolamo V., De Sio I., Tuccillo C., Ascione A., Baldi F., Budillon G., Cimino L., Di Carlo A., Pia Di Marino M. (2001). Non-alcoholic fatty liver disease in an area of southern italy: Main clinical, histological, and pathophysiological aspects. J. Hepatol..

[15] Seki S., Kitada T., Yamada T., Sakaguchi H., Nakatani K., Wakasa K. (2002). In situ detection of lipid peroxidation and oxidative DNA damage in non-alcoholic fatty liver diseases. J. Hepatol..

[16] Ore A., Akinloye O.A. (2019). Oxidative Stress and Antioxidant Biomarkers in Clinical and Experimental Models of Non-Alcoholic Fatty Liver Disease. Medicina.

[17] Morrison M.C., Verschuren L., Salic K., Verheij J., Menke A., Wielinga P.Y., Iruarrizaga-Lejarreta M., Gole L., Yu W., Turner S. (2018). Obeticholic Acid Modulates Serum Metabolites and Gene Signatures Characteristic of Human NASH and Attenuates Inflammation and Fibrosis Progression in Ldlr-/-.Leiden Mice. Hepatol. Commun..

[18] Morrison M.C., Kleemann R., van Koppen A., Hanemaaijer R., Verschuren L. (2018). Key inflammatory processes in human NASH are reflected in Ldlr-/-.Leiden mice: A translational gene profiling study. Front. Physiol..

[19] Van Koppen A., Verschuren L., van den Hoek A.M., Verheij J., Morrison M.C., Li K., Nagabukuro H., Costessi A., Caspers M.P.M., van den Broek T.J. (2018). Uncovering a Predictive Molecular Signature for the Onset of NASH-Related Fibrosis in a Translational NASH Mouse Model. Cell Mol. Gastroenterol. Hepatol..

[20] Ishikawa H., Takaki A., Tsuzaki R., Yasunaka T., Koike K., Shimomura Y., Seki H., Matsushita H., Miyake Y., Ikeda F. (2014). L-carnitine prevents progression of non-alcoholic steatohepatitis in a mouse model with upregulation of mitochondrial pathway. PLoS ONE.

[21] Melton S.A., Keenan M.J., Stanciu C.E., Hegsted M., Zablah-Pimentel E.M., O’Neil C.E., Gaynor P., Schaffhauser A., Owen K., Prisby R.D. (2005). L-carnitine supplementation does not promote weight loss in ovariectomized rats despite endurance exercise. Int. J. Vitam. Nutr. Res..

[22] Fujisawa K., Takami T., Matsuzaki A., Matsumoto T., Yamamoto N., Terai S., Sakaida I. (2017). Evaluation of the effects of L-carnitine on medaka (Oryzias latipes) fatty liver. Sci. Rep..

[23] Del Vecchio F., Coswig V., Galliano L. (2016). Comment on ‘The effect of (L-)carnitine on weight loss in adults: A systematic review and meta-analysis of randomized controlled trials. Obes. Rev..

[24] Shi W., Hegeman M.A., van Dartel D.A.M., Tang J., Suarez M., Swarts H., van der Hee B., Arola L., Keijer J. (2017). Effects of a wide range of dietary nicotinamide riboside (NR) concentrations on metabolic flexibility and white adipose tissue (WAT) of mice fed a mildly obesogenic diet. Mol. Nutr. Food Res..

[25] Martens C.R., Denman B.A., Mazzo M.R., Armstrong M.L., Reisdorph N., McQueen M.B., Chonchol M., Seals D.R. (2018). Chronic nicotinamide riboside supplementation is well-Tolerated and elevates NAD+ in healthy middle-Aged and older adults. Nat. Commun..

[26] Dollerup O.L., Christensen B., Svart M., Schmidt M.S., Sulek K., Ringgaard S., Stødkilde-Jørgensen H., Møller N., Brenner C., Treebak J.T. (2018). A randomized placebo-controlled clinical trial of nicotinamide riboside in obese men: Safety, insulin-sensitivity, and lipid-mobilizing effects. Am. J. Clin. Nutr..

[27] Villani R.G., Gannon J., Self M., Rich P.A. (2016). L-Carnitine Supplementation Combined with Aerobic Training Does Not Promote Weight Loss in Moderately Obese Women. Int. J. Sport. Nutr. Exerc. Metab..

[28] Rafraf M., Karimi M., Jafari A. (2015). Effect of L-carnitine supplementation in comparison with moderate aerobic training on serum inflammatory parameters in healthy obese women. J. Sports Med. Phys. Fitness..

[29] Gariani K., Menzies K.J., Ryu D., Wegner C.J., Wang X., Ropelle E.R., Moullan N., Zhang H., Perino A., Lemos V. (2016). Eliciting the mitochondrial unfolded protein response by nicotinamide adenine dinucleotide repletion reverses fatty liver disease in mice. Hepatology.

[30] Watanabe H., Inaba Y., Kimura K., Matsumoto M., Kaneko S., Kasuga M., Inoue H. (2018). Sirt2 facilitates hepatic glucose uptake by deacetylating glucokinase regulatory protein. Nat. Commun..

[31] Malaguarnera M., Gargante M.P., Russo C., Antic T., Vacante M., Malaguarnera M., Avitabile T., Li Volti G., Galvano F. (2010). L-carnitine supplementation to diet: A new tool in treatment of nonalcoholic steatohepatitisa randomized and controlled clinical trial. Am. J. Gastroenterol..

[32] Ruggenenti P., Cattaneo D., Loriga G., Ledda F., Motterlini N., Gherardi G., Orisio S., Remuzzi G. (2009). Ameliorating hypertension and insulin resistance in subjects at increased cardiovascular risk: Effects of acetyl-l-carnitine therapy. Hypertension.

[33] Cheema U.B., Most E., Eder K., Ringseis R. (2019). Effect of lifelong carnitine supplementation on plasma and tissue carnitine status, hepatic lipid metabolism and stress signalling pathways and skeletal muscle transcriptome in mice at advanced age. Br. J. Nutr..

[34] Malaguarnera M., Gargante M.P., Russo C., Antic T., Vacante M., Malaguarnera M., Avitabile T., Li Volti G., Galvano F. (2010). Increased levels of plasma acylcarnitines in obesity and type 2 diabetes and identification of a marker of glucolipotoxicity. Obesity.

[35] Koves T.R., Li P., An J., Akimoto T., Slentz D., Ilkayeva O., Dohm G.L., Yan Z., Newgard C.B., Muoio D.M. (2005). Peroxisome proliferator-activated receptor-γ co-activator 1α-mediated metabolic remodeling of skeletal myocytes mimics exercise training and reverses lipid-induced mitochondrial inefficiency. J. Biol. Chem..

[36] Koves T.R., Ussher J.R., Noland R.C., Slentz D., Mosedale M., Ilkayeva O., Bain J., Stevens R., Dyck J.R.B., Newgard C.B. (2008). Mitochondrial Overload and Incomplete Fatty Acid Oxidation Contribute to Skeletal Muscle Insulin Resistance. Cell Metab..

[37] Li L.O., Klett E.L., Coleman R.A. (2010). Acyl-CoA synthesis, lipid metabolism and lipotoxicity. Biochim. Biophys. Acta. – Mol. Cell Biol. Lipids.

[38] Lehmann R., Zhao X., Weigert C., Simon P., Fehrenbach E., Fritsche J., Machann J., Schick F., Wang J., Hoene M. (2010). Medium chain acylcarnitines dominate the metabolite pattern in humans under moderate intensity exercise and support lipid oxidation. PLoS ONE.

[39] St-Pierre J., Lin J., Krauss S., Tarr P.T., Yang R., Newgard C.B., Spiegelman B.M. (2003). Bioenergetic analysis of peroxisome proliferator-activated receptor γ coactivators 1α and 1β (PGC-1α and PGC-1β) in muscle cells. J. Biol. Chem..

[40] Cheng X., Li J., Guo D. (2018). SCAP/SREBPs are Central Players in Lipid Metabolism and Novel Metabolic Targets in Cancer Therapy. Curr. Top Med. Chem..

[41] Hu T., Foxworthy P., Siesky A., Ficorilli J.V., Gao H., Li S., Christe M., Ryan T., Cao G., Eacho P. (2005). Hepatic peroxisomal fatty acid β-oxidation is regulated by liver X receptor α. Endocrinology.

[42] Choemaker M.H., Kleemann R., Morrison M.C., Verheij J., Salic K., Van Tol E.A.F., Kooistra T., Wielinga P.Y. (2017). A casein hydrolysate based formulation attenuates obesity and associated nonalcoholic fatty liver disease and atherosclerosis in LDLr-/-.Leiden mice. PLoS ONE.

[43] Kühnast S., Van Der Tuin S.J.L., Van Der Hoorn J.W.A., Van Klinken J.B., Simic B., Pieterman E., Havekes L.M., Landmesser U., Lüscher T.F., Van Dijk K.W. (2015). Anacetrapib reduces progression of atherosclerosis, mainly by reducing non-HDL-cholesterol, improves lesion stability and adds to the beneficial effects of atorvastatin. Eur. Heart J..

[44] Liang W., Menke A.L., Driessen A., Koek G.H., Lindeman J.H., Stoop R., Havekes L.M., Kleemann R., Van Den Hoek A.M. (2014). Establishment of a general NAFLD scoring system for rodent models and comparison to human liver pathology. PLoS ONE.

[45] Evans A.M., DeHaven C.D., Barrett T., Mitchell M., Milgram E. (2009). Integrated, nontargeted ultrahigh performance liquid chromatography/ electrospray ionization tandem mass spectrometry platform for the identification and relative quantification of the small-molecule complement of biological systems. Anal. Chem..

[46] Evans A., Bridgewater B., Liu Q., Mitchell M., Robinson R., Dai H., Stewart S., DeHaven C., Miller L. (2015). High Resolution Mass Spectrometry Improves Data Quantity and Quality as Compared to Unit Mass Resolution Mass Spectrometry in High-Throughput Profiling Metabolomics. J. Postgenomics Drug Biomark Dev..

[47] Anders S., Huber W. (2010). Differential expression analysis for sequence count data. Genome Biol..

[48] Liang W., Tonini G., Mulder P., Kelder T., van Erk M., van den Hoek A.M., Mariman R., Wielinga P.Y., Baccini M., Kooistra T. (2013). Coordinated and Interactive Expression of Genes of Lipid Metabolism and Inflammation in Adipose Tissue and Liver during Metabolic Overload. PLoS ONE.

# Supplementary material for: Combined Treatment with L-Carnitine and Nicotinamide Riboside Improves Hepatic Metabolism and Attenuates Obesity and Liver Steatosis
**Source:** Int J Mol Sci. 2019 Sep 5;20(18):4359. doi: 10.3390/ijms20184359
**Supplement:** Supplementary file 1

Supplemental table 1

Chemokines

	HFD vs Chow		LC vs HFD		NR vs HFD		COMBI vs HFD	
	z-score	p-value	z-score	p-value	z-score	p-value	z-score	p-value
CCL2	1,4	3,4E-04	na	na	na	na	na	na
CCL5	2,6	8,0E-10	na	na	na	na	na	na
Ccl6	2,4	7,1E-04	na	na	na	na	na	na
CXCL2	2,5	1,9E-04	na	na	na	na	na	na
Cxcl3	3,1	2,3E-05	na	na	na	na	na	na
CXCL3	3,1	2,3E-05	na	na	na	na	na	na
CXCL12	3,7	1,8E-09	na	na	na	na	na	na

Cytokines

	HFD vs Chow		LC vs HFD		NR vs HFD		COMBI vs HFD	
	z-score	p-value	z-score	p-value	z-score	p-value	z-score	p-value
IL1A	5,5	7,0E-13	na	na	na	na	0,1	3,7E-02
IL1B	6,9	1,8E-31	na	na	-1,7	1,9E-02	-0,2	1,6E-03
IL1RN	-4,2	3,8E-05	na	na	na	na	na	na
IL2	6,0	6,0E-21	na	na	na	na	na	na
IL3	-0,7	2,3E-03	na	na	na	na	-1,0	4,3E-03
IL4	3,6	4,4E-26	na	na	na	na	-2,0	5,8E-04
IL5	5,0	3,4E-18	na	na	na	na	na	na
IL6	3,5	4,4E-35	na	na	-1,8	7,4E-02	-1,0	5,6E-03
IL7	2,2	5,2E-05	na	na	na	na	na	na
IL9	2,4	4,8E-01	na	na	na	na	na	na
IL10	1,0	2,6E-14	na	na	na	na	-2,8	6,4E-04
IL10RA	-3,9	1,2E-32	0,0	4,4E-02	na	na	na	na
IL12B	2,1	3,4E-03	na	na	na	na	na	na
IL13	4,0	5,3E-26	na	na	na	na	-1,6	3,7E-04
IL15	4,2	2,7E-12	na	na	na	na	na	na
IL17A	3,3	8,1E-13	na	na	-0,9	3,9E-02	0,2	2,7E-02
IL18	3,8	9,7E-04	na	na	na	na	na	na
IL21	3,4	2,2E-07	na	na	na	na	na	na
IL27	4,1	7,1E-04	na	na	na	na	na	na
IFNA2	4,8	1,3E-03		1,5E-02	na	na	na	na
IFNA4	na	na	na	na	na	na	na	na
IFNB1	4,5	1,8E-14	na	na	na	na		3,1E-02
IFNE	2,4	1,8E-03	na	na	na	na	na	na
IFNG	7,2	4,9E-50	na	na	na	na	0,2	4,9E-02
IFNL1	3,3	3,0E-03	na	na	na	na	na	na
IFNL3	2,4	2,4E-02	na	na	na	na	na	na
IFNL3	2,4	2,4E-02	na	na	na	na	na	na
IFNL3	2,4	2,4E-02	na	na	na	na	na	na
IFNL3	2,4	2,4E-02	na	na	na	na	na	na
CSF1	4,5	5,1E-18	na	na	na	na	-1,2	4,3E-02
CSF2	7,2	1,2E-36	na	na	na	na	na	na
CSF3	2,3	7,9E-19	na	na	na	na	na	na
MIF	3,3	9,0E-04	na	na	na	na	na	na
OSM	2,4	5,1E-17	na	na	na	na	0,2	1,7E-02
TNF	7,2	2,3E-46	na	na	na	na	-0,3	4,2E-04
TNFSF11	4,9	5,4E-23	na	na	-0,4	2,1E-02	-2,4	2,3E-02

TLR-signalling

	HFD vs Chow		LC vs HFD		NR vs HFD		COMBI vs HFD	
	z-score	p-value	z-score	p-value	z-score	p-value	z-score	p-value
TLR2	3,0	7,3E-04	na	na	na	na	na	na
TLR3	4,7	2,5E-07	na	na	na	na	na	na
TLR4	5,0	8,6E-15	na	na	na	na	na	na
TLR5	3,1	7,2E-03	na	na	na	na	na	na
TLR7	5,5	7,3E-05	na	na	na	na	na	na
TLR9	4,5	1,9E-09	na	na	na	na	na	na
MYD88	5,5	5,8E-14	na	na	na	na	na	na

Inflammation

JUN
JUNB
JUND
ITK
MAPK8
Nfat (family)
NFAT5
NFATC1
NFATC2IP
NFATC3
NFATC4
NFATC2
NFkB (family)
NFKB1
NFKB2
RELA
NFKBIA
NFKB1
STAT1
STAT3
STAT4
STAT5A
STAT5B
SIRT2
HNF1A
Irgm1

HFD vs Chow		LC vs HFD		NR vs HFD		COMBI vs HFD	
z-score	p-value	z-score	p-value	z-score	p-value	z-score	p-value
4,4	4,4E-21	na	na	na	na	0,1	8,0E-03
3,9	1,4E-06	na	na	na	na		1,3E-02
0,7	5,4E-05	na	na	na	na	na	na
3,0	1,5E-05	na	na	na	na	na	na
2,3	8,5E-05	na	na	na	na	na	na
4,2	3,7E-05	na	na	na	na	na	na
na	1,1E-02	na	na	na	na	na	na
2,0	6,6E-04	na	na	na	na	na	na
na	na	na	na	na	na	na	na
na	na	na	na	na	na	na	na
na	na	na	na	na	na	na	na
2,4	6,7E-05	na	na	na	na	na	na
2,0	2,5E-03	na	na	na	na	na	1,0E-02
3,9	2,4E-09	na	na	na	na	na	na
0,1	2,2E-02	na	na	na	na	na	na
3,9	7,3E-08	na	na	na	na	na	na
3,8	6,9E-18	na	na	na	na	na	na
3,9	2,4E-09	na	na	na	na	na	na
6,1	4,8E-16	na	na	na	na	na	na
3,0	1,6E-25	na	na	na	na	-0,9	3,3E-02
5,1	5,0E-08	na	na	na	na	na	na
0,9	4,3E-08	na	na	na	na	-2,2	9,5E-02
0,2	1,2E-04	na	na	na	na	-2,0	3,9E-02
-3,2	9,4E-05	na	na	na	na	2,2	1,3E-06
-2,9	2,3E-12	na	1,2E-02	1,7	1,1E-04	0,8	4,0E-05
-4,3	4,4E-08	na	na	na	na	na	na

Oxidative stress response

Nos
NOS2
NOS3
CYP2E1
NADPH oxidase
NCF2
NOX1
NOX3
NOX4
GPX1
COL18A1
SOD
SOD1
SOD2
SOD3
NFE2L2 (NRF2)
POR
DUSP1
CAT
GSTZ1
GSTA1

HFD vs Chow		LC vs HFD		NR vs HFD		COMBI vs HFD	
z-score	p-value	z-score	p-value	z-score	p-value	z-score	p-value
na	na	na	na	na	na	na	na
2,9	6,45E-11	na	na	na	na	-0,9	1,82E-02
-0,3	1,59E-06	na	na	na	na	na	na
2,1	6,19E-06	na	na	na	na	na	na
2,4	1,82E-02	na	na	na	na	na	na
na	na	na	na	na	na	na	na
na	na	na	na	na	na	na	na
na	na	na	na	na	na	na	na
1,3	1,29E-02	na	na	na	na	na	2,49E-02
-2,4	2,63E-05	na	na	na	na	na	na
-3,4	1,28E-10	na	na	na	na	na	na
-2,6	7,03E-04	na	na	na	na	na	na
-1,2	8,64E-08	na	na	na	na	na	2,50E-02
1,0	1,12E-05	na	na	na	na	na	2,37E-02
na	na	na	na	na	na	na	na
na	na	na	na	na	na	na	na
1,5	3,89E-24	na	na	na	5,68E-03	-2,0	2,00E-09
-0,2	2,12E-13	na	na	na	na	na	na
-2,8	7,81E-03	na	na	na	na	na	na
na	2,35E-02	na	na	na	na	na	na
na	na	na	na	na	na	na	2,23E-02

How the deposited data were processed for this re-analysis (not part of the article)

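RNA was measured in the livers of 38 male Ldlr−/−.Leiden mice, 1 library per mouse, in 5 groups (chow n = 7, HFD n = 9, LC n = 7, NR n = 7, COMBI n = 8). The authors aligned the reads to the mouse genome GRCm38.p4. The submitters' processing notes name HTSeq 0.6.1p1 and SAMtools 0.1.18 and, besides GRCm38.p4, the human build GRCh38.p7, without saying what each was used for. The deposited values are counts of uniquely placed reads per Ensembl gene, with no normalization, for 45513 genes, of which 44671 were found in the annotation (GENCODE M21). A count was above 0 in at least 1 library for 27596 genes. The tallies of reads given to no gene were left out of the library totals. Alignments tallied as not unique were 19.9% to 51.4% of all counts and tallies, those in no annotated gene 1.00% to 2.30% and those in overlapping genes 1.11% to 2.56%. A second deposited file that merges the counts was not used. Within groups, 127 pairs of libraries were checked for duplicates, and the lowest chi-square per degree of freedom was 9.30.

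Genes were tested in R 4.3.3 with edgeR 4.0.16 (TMM factors, filterByExpr, robust quasi-likelihood fit over the 5 groups), which kept 13678 genes. The contrasts were HFD against chow, each treatment against HFD, the treatments against each other, and the change with COMBI beyond the sum of those with LC and NR. P-values were adjusted by Benjamini-Hochberg over the genes tested. Log2 CPM per mouse used a prior count of 3. DESeq2 1.42.0 and limma 3.58.1 (voom with sample quality weights) were run as alternatives. Other alternatives were RLE size factors, no filter on low counts, a filter of at least 1 CPM in at least 7 libraries, a fit of only the groups compared, the library number as a covariate, and leaving out each mouse in turn. After the values were seen, corrections of each library for exonic length, or for exonic length and GC content (splines with 4 degrees of freedom, lengths known for 99.6% of the genes), fits without HFD mice 291 and 293 or without chow mice 206, 207 and 211, and an exact permutation of each list's mean per mouse were added. The corrections also removed each library's mean deviation over genes, so they changed the scaling between libraries as well.

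Lists covered lipid, cholesterol, bile acid, carnitine and NAD metabolism, mitochondria, insulin, xenobiotic and sex-biased genes, stress responses, the circadian clock, the cell cycle, inflammation, fibrosis, the regulators of Table 3 and Table S1, and markers of liver cell types, adipocytes, red blood cells, pancreas and muscle. The 44 lists with at least 5 tested genes went into limma's camera test, with fry and an estimated correlation between genes as alternatives. For opposite change, the HFD mice were split into 2 sets so that the 2 comparisons shared no HFD mouse, and treated and HFD mice were regrouped in all ways. A score per mouse placed it between chow (0) and HFD (1).

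Named genes are the 8 largest rises and 8 largest falls among called genes with a mean of at least 1 CPM (all if fewer passed, and the 4 smallest p-values of each direction if none passed; predicted genes and pseudogenes left out), the regulators named in the text and in Table 3, up to 4 members of each list with the smallest p, and Ldlr. The paper's table was known when this rule was set. The methods were tested on simulated data with the depth and spread of these libraries. Of genes changed by a log2 of 0.5, 1 and 2, edgeR called 56.7%, 82.1% and 98.5% for HFD against chow (4.24% of calls false) and 43.3%, 91.0% and 100.0% for COMBI against HFD (2.50% false), so changes under about a log2 of 0.5 are often missed. DESeq2 had 7.34% and 7.02% false calls.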

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

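The difference of the NR effect with and without LC was a planned comparison, and which mice and lists are given here was chosen only after the result was seen, as were the corrections for length, the fits without HFD mice 291 and 293 and the exact permutation.

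In 7 of 105 groups of values 1 mouse lay far from the other mice of its group, where chance gives 5.25 (about 1 in 20). LC mouse 256 had a total of 34939175 counts (next in its group 18631672). The mean log2 CPM of fatty acid synthesis was 8.74 in COMBI mouse 269 (next 8.24). HFD mouse 308 had 7.32 for peroxisomal β-oxidation (next 7.80) and 6.02 for fibrosis and matrix (next 5.07). For fibrosis and matrix LC mouse 258 had 3.81 (next 4.62). The pancreas marker Cela1 was at 3.64 in NR mouse 234 (next 3.29), and adipocyte markers at 4.94 in COMBI mouse 271 (next 5.82).

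The effect of NR differed with and without LC in 3 lists, each lost when the correlation between genes was estimated. The difference had a median log2 value of 0.17 for nuclear genes of oxidative phosphorylation (camera, adjusted p = 1.45e-08, and adjusted p = 0.998 with an estimated correlation), -0.27 for p53 target genes (camera, adjusted p = 0.00155, and adjusted p = 0.998 with an estimated correlation) and 0.27 for acute phase genes (camera, adjusted p = 0.00236, and adjusted p = 0.998 with an estimated correlation). Chance is not excluded, since other splits of the mice called up to 30 lists. Over genes, this difference had a Spearman correlation of -0.31 with exonic length, and of -0.16 without HFD mice 291 and 293. The oxidative phosphorylation genes are short (median exonic length 1756, and 4346.5 over all tested genes). Camera kept 2 of the 3 calls without the 2 mice, and all 3 after the correction for exonic length and GC content.

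The paper does not discuss genes that differ between male and female liver. Male-biased genes had a median log2 fold change of 1.04 with NR and of 0.58 with COMBI against HFD (COMBI: 0 of 16 passed with edgeR, 6 up and 0 down adjusted over the list alone, camera, adjusted p = 0.000629, and adjusted p = 0.777 with an estimated correlation). In the exact permutation per mouse the differences were 0.93 with NR (p = 0.0126, adjusted 0.245) and 0.78 with COMBI (p = 0.0177, adjusted 0.0973). The camera calls held after the correction for exonic length and GC content (median 1.06 with NR and 0.60 with COMBI) and without HFD mice 291 and 293 (0.96 and 0.61). With an estimated correlation the call with NR was lost too. Reads shared within gene families and biological explanations were not tested.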

How the results depend on the processing

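The corrections for length, the fits without HFD mice 291 and 293 or chow mice 206, 207 and 211 and the exact permutation were chosen only after the result was seen. For HFD against chow the number of called genes stayed between 4870 and 7385 of a main value of 6304, and at an unadjusted p under 0.01 between 4314 and 6391. The highest numbers came with the correction for exonic length, which also moved the balance to 2541 up and 4844 down, from 3085 up and 3219 down. That correction also takes out each library's mean deviation over genes and so rescales the libraries. The shift in balance cannot be put down to length alone. Uncorrected, the HFD fold changes hardly correlated with exonic length (Spearman's rho 0.035). RLE size factors and the CPM filter moved no count of genes by over 1.5 times. For the treatments, the counts depended on the setting and the cause was not tested. The called genes, for LC, NR and COMBI (0, 2 and 98), were 92, 143 and 327 with DESeq2, 1, 81 and 249 with limma voom and 3, 4 and 149 with the library number. NR and COMBI had 1 and 8 without the filter, and 0 and 22 with only the groups compared. With the correction for exonic length there were 1, 1 and 19, with that for exonic length and GC content NR had 1 and COMBI 22, and without HFD mice 291 and 293 NR had 1 and COMBI 2. Of the 98 genes, DESeq2 called 98, limma voom 90, the length and GC correction 16 and the fit without the 2 mice 2, all with the same sign, and the median ratios of the fold changes to the main ones were 0.998, 0.852, 0.848 and 0.812. DESeq2 called 1 gene each for COMBI against LC, LC against NR and COMBI beyond the sum. At an unadjusted p under 0.01, LC had 381 with only the groups compared, LC, NR and COMBI had 436, 459 and 604 with the correction for exonic length and 214, 225 and 384 without HFD mice 291 and 293, and COMBI had 600 with exonic length and GC content.

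Leaving out each mouse in turn, called genes ranged from 5758 to 6336 for HFD against chow, from 0 to 5 for LC, from 0 to 109 for NR, from 3 to 291 for COMBI and were 0 for each of the direct comparisons. At an unadjusted p under 0.01 they ranged from 4989 to 5438, 383 to 905, 417 to 967 and 573 to 1164. The lists called by camera were 26 for HFD against chow, 4 for LC, 6 for NR, 16 for COMBI, 17 for COMBI against LC, 10 for COMBI against NR, 21 for LC against NR and 3 beyond the sum. They were 0 in each of these with an estimated correlation. With fry they were 32 for HFD against chow, 1 for COMBI and 0 in the others. The exact permutation called 31 for HFD against chow and 0 for LC, NR and COMBI. The 31 hold 24 of the 26 lists that camera called. With camera, LC had 10 without HFD mice 291 and 293. The correlation of the COMBI and HFD effects was -0.25 (p = 0.103) without HFD mice 291 and 293. The direction turned for Tsc2 in HFD against chow with the correction for exonic length and GC content (-0.17, adjusted p = 0.0236, from 0.01), and for Pnpla3 with limma voom (0.087, from -2.04). The correction also rescales each library. Depth limits genes of few counts: Cxcl2, Il4, Ifng, Nos2 and the muscle list had too few to be tested.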

Differences from the paper's values

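The fits without HFD mice 291 and 293, the corrections for length and the exact permutation of each list were chosen only after the result was seen. At a cut-off of p under 0.01, the paper gives 175 genes for LC, 208 for NR and 332 for COMBI against HFD, and the deposited counts give 670, 702 and 911 with edgeR at an unadjusted p under 0.01. The paper's text does not say whether its p was adjusted, so the thresholds may differ. None of the 7 alternatives set before the data were examined comes within 1.5 times of the paper's values: they range from 381 to 819 for LC, 473 to 854 for NR and 651 to 1095 for COMBI. Nor does leaving out any single mouse (383 to 905, 417 to 967 and 573 to 1164). Without HFD mice 291 and 293, a setting chosen after seeing the values, the numbers are 214, 225 and 384, and fall within 1.5 times of the paper's. For HFD against chow the paper gives 3914 genes and edgeR gave 5416. All 7 alternatives lay within 1.5 times of the paper there (4345 to 5869). The fit without the 2 mice gave 5471, which is no nearer to 3914. The paper lists no called genes, so how many of them this setting drops could not be counted. At another threshold, an adjusted p under 0.05, DESeq2 gives 92, 143 and 327 and limma voom 1, 81 and 249.

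The paper states that COMBI undid the inactivation by HFD of PPARGC1B, a factor that raises oxidative phosphorylation. The transcript levels of nuclear oxidative phosphorylation genes were lower with COMBI than with HFD by camera (median log2 fold change -0.19, 0 of 75 passed with edgeR, camera, adjusted p = 1.78e-15, and adjusted p = 0.777 with an estimated correlation). The difference was smaller without HFD mice 291 and 293 (median -0.06) and after the correction for exonic length and GC content (-0.10), and did not pass in an exact permutation per mouse (p = 0.0938, adjusted 0.375 over 44 lists). Ppargc1b itself was at 0.38, in the direction the paper states (adjusted p = 0.236 from edgeR). The paper states that HFD inhibited ACOX1. Acox1 was at 0.05 (adjusted p = 0.811 from edgeR), and of 24 genes of the peroxisomal list 5 fell and 4 rose. The paper states that SIRT2 was inactivated by HFD and activated by COMBI. Sirt2 was at -0.12 with HFD, in the direction stated, and at -0.11 with COMBI (adjusted p = 0.227 from edgeR). The paper's statements are about activity scores of regulators computed from their targets, and these values are transcript levels.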

Other observations

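The corrections for length, the fits without HFD mice 291 and 293 and the exact permutations per list were chosen only after the result was seen. Of 13 genes that glucocorticoids induce, 3 were lower with COMBI than with HFD, Mt1, Mt2 and Fkbp5, and the others did not pass (0 up and 4 down adjusted over the list alone, median log2 fold change -0.07, camera, adjusted p = 0.0236, and adjusted p = 0.777 with an estimated correlation). All 8 COMBI mice lay below the HFD mean of the list (difference -0.43, two-sided exact p = 0.00165, 0.0724 after adjustment over 44 lists). The median of -0.07 is much smaller than this difference, which a few genes with large falls therefore carry. With NR the difference was -0.40 (exact p = 0.00253, adjusted 0.112), with Mt2 at -2.40 (adjusted p = 0.0745 from edgeR) and Fkbp5 at -1.13 (adjusted p = 0.0745). Between HFD and chow the list had 1 up and 3 down (1 up and 2 down adjusted over the list alone, median -0.05, adjusted p = 0.912 from camera), with Tat, an enzyme of tyrosine breakdown, at -1.72. Clock genes went both ways between HFD and chow (3 up and 5 down of 18, 3 up and 5 down adjusted over the list alone, median 0.14, adjusted p = 0.921 from camera), with Arntl at -2.36 and Clock at -0.74. A score of 3 morning minus 9 evening clock genes was -1.20 ± 1.47 with chow (SD, n = 7), -3.48 ± 0.86 with HFD (n = 9), -2.70 ± 1.56 with LC (n = 7), -1.75 ± 1.86 with NR (n = 7) and -3.18 ± 1.30 with COMBI (n = 8), with two-sided exact p against HFD of 0.00131, 0.222, 0.0226 and 0.571 for chow, LC, NR and COMBI.

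Markers of further cell types between HFD and chow, with the adjusted p of camera last, were as follows. Acute phase genes: 3 up and 9 down of 21 (3 up and 9 down adjusted over the list alone, median -0.42, 0.235), with the fibrinogen genes Fga (-0.95) and Fgb (-0.89) lower. T and NK cells: 5 up of 16 (5 up and 0 down adjusted over the list alone, median 0.91, 0.0218, and adjusted p = 0.527 with an estimated correlation), a call that ended with the CPM filter (adjusted p = 0.0874) and without chow mice 206, 207 and 211 (adjusted p = 0.212). Sinusoidal endothelium: 4 up of 13 (4 up and 0 down adjusted over the list alone, median 0.24, 0.0389, and adjusted p = 0.621 with an estimated correlation), a call not kept in the exact permutation per mouse (adjusted p = 0.124). Not called by camera were neutrophils (2 up and 0 down of 7, 2 up and 0 down adjusted over the list alone, median 0.65, 0.0576), B and plasma cells (0 up and 0 down of 9, 0 up and 0 down adjusted over the list alone, median 0.07, 0.642), cholangiocytes (6 up and 0 down of 10, 7 up and 0 down adjusted over the list alone, median 0.72, 0.0585), adipocytes (3 up and 1 down of 5, 3 up and 1 down adjusted over the list alone, median 1.19, 0.0748) and red blood cells (0 up and 1 down of 8, 0 up and 1 down adjusted over the list alone, median 0.25, 0.921). In the exact permutation per mouse, neutrophils (adjusted p = 0.0111), cholangiocytes (adjusted p = 0.0221) and adipocytes (adjusted p = 0.000769) passed. B and plasma cells (adjusted p = 0.786) and red blood cells (adjusted p = 0.894) did not pass it. Of the pancreas markers 1 was tested, Cela1 (-0.63), and of the muscle markers 0. With COMBI, camera called none of the lists of these cell types, of bile acid synthesis (median 0.10, adjusted p = 0.301), xenobiotic metabolism (-0.01, 0.228), female-biased genes (-0.26, 0.370), cytokines (-0.09, 0.0577) or chemokines (-0.27, 0.219). In some lists that were not called, the median, the mean and the direction of camera differ in sign: the clock, B and plasma cells and red blood cells for HFD against chow, and NAD metabolism, endoplasmic reticulum stress, Kupffer cells, neutrophils, B cells and cholangiocytes for COMBI.

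LC, NR and COMBI differed from HFD in the same direction across genes. With the HFD mice split so that no 2 comparisons shared one, the mean correlation was 0.30 (covariance 0.0191, p = 0.00770 from 10000 permutations, simulated correlation 0.00), which argues against the shared HFD libraries as the whole cause. A correction for exonic length left 80.8% of the covariance (permutation p = 0.0147), which argues against the length trend as the whole cause. Without HFD mice 291 and 293, 42.8% was left (permutation p = 0.113), so these 2 libraries and an effect common to the treatments cannot be told apart. A common effect of the treatments may therefore be part of the pattern, and stays a hypothesis.

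Cholesterol synthesis genes were higher with COMBI than with HFD. The correction for length and GC content left 100.0% of the median, the fit without HFD mice 291 and 293 left 112%, and the clock score as a covariate left 98.5% of the difference per mouse (0.71, standard error 0.27, from 0.72, standard error 0.26). Each argues against that explanation as the whole cause. The clock score differed little between COMBI and HFD (exact p = 0.571) and had a slope of 0.035 (standard error 0.131), so as a covariate it could remove little. The genes are near the median exonic length (4217.5, and 4346.5 over all tested genes) and GC content (49.9% and 50.4%), so the correction could move them little. An effect of COMBI on the SREBP pathway may be the source, but the list did not pass with an estimated correlation, and food intake before sacrifice was not tested.

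Nuclear oxidative phosphorylation genes were lower with all 3 treatments than with HFD by camera (mean of the 3 medians -0.18), but 0 of 75 genes passed with edgeR in any of them. The lists did not pass with an estimated correlation (adjusted p = 0.984, 0.972 and 0.777 for LC, NR and COMBI) or in the exact permutation per mouse (p = 0.195, 0.0892 and 0.0938, adjusted 0.966, 0.704 and 0.375). The correction for length and GC content left 49.4% and the fit without HFD mice 291 and 293 left 34.2%. The genes are short, and a length trend of these 2 libraries and an effect of the treatments cannot be told apart.

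Results were set against 100 splits of the same mice, the real one included. A rule set beforehand took fewer than 5 splits with as many as speaking against chance. For called genes, as many were found in 1 split for HFD against chow (6304, highest other 3437), so chance can be excluded there. COMBI had 1 such split as well (98, highest other 55), but its count was 3 without HFD mouse 291 and 5 without COMBI mouse 271. Chance is therefore not taken as excluded for COMBI. NR also had 1 such split (2, highest other 1), but with a count this small, which was 0 without NR mouse 229, 238 or 240 and 1 without NR mouse 234 or HFD mouse 289, chance is not taken as excluded. For the comparisons with a real count of 0 every split has as many, so the splits say nothing about chance there: LC (highest other 2), COMBI against LC (1), COMBI against NR (82), LC against NR (1) and COMBI beyond the sum (8). The split with 82 calls may point to a structure of the samples, which was not tested. At an unadjusted p under 0.01, chance can be excluded for HFD against chow (1 split, 5416, highest other 3208). For LC (2 splits, 670, highest other 855) and NR (3 splits, 702, highest other 850) another split gave more genes than the real one. For COMBI (1 split, 911, highest other 771) the number was 573 without HFD mouse 293. Chance is therefore not taken as excluded for the 3 treatments, although all 3 met the rule set beforehand. NR and COMBI had met it for called genes too. For the number of lists called by camera it cannot be excluded: HFD against chow 7 splits (26, highest other 30), LC 97 (4, highest other 33), NR 94 (6, highest other 36), COMBI 35 (16, highest other 30), COMBI against LC 34 (17, highest other 24), COMBI against NR 84 (10, highest other 31), LC against NR 38 (21, highest other 34) and beyond the sum 100 (3, highest other 30). The median of the other splits was 12 to 16 lists.

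The clock score and the length trend of the libraries were correlated over the 31 HFD-fed mice (Pearson r = 0.359, p = 0.0478 from 100000 permutations, Spearman rho 0.363, p = 0.0453), and r was 0.327 without NR mouse 232 and LC mouse 247. The r over all these mice takes in differences between the group means. Within groups r was 0.217 with HFD (n = 9), 0.731 with LC (n = 7), 0.543 with NR (n = 7) and 0.0836 with COMBI (n = 8), with no test.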
